# Circadian rhythm influences genome-wide transcriptional responses to ^131^I in a tissue-specific manner in mice

**DOI:** 10.1186/s13550-015-0150-y

**Published:** 2015-12-15

**Authors:** Britta Langen, Nils Rudqvist, Toshima Z. Parris, Khalil Helou, Eva Forssell-Aronsson

**Keywords:** Iodine-131, Normal tissue response, Circadian rhythm, Microarray, Radiogenomics

## Abstract

**Background:**

Circadian variation of gene expression is often neglected when ionizing radiation-induced effects are studied, whether in animal models or in cell culture. This study characterized diurnal variation of genome-wide transcriptional regulation and responses of potential biomarkers and signature genes in normal mouse tissues at 24 h after i.v. administration of ^131^I.

**Methods:**

Female BALB/c nude mice were i.v. injected with 90 kBq ^131^I at 9:00 a.m., 12:00 p.m., or 3:00 p.m. and killed after 24 h (*n* = 4/group). Paired control groups were mock-treated (n = 3–4/group). The kidneys, liver, lungs, spleen, and thyroid were excised, snap-frozen, and stored at −80 °C until extraction of total RNA. RNA microarray technology was used for genome-wide expression analysis. Enriched biological processes were categorized after cellular function. Signature genes for ionizing radiation and thyroid hormone-induced responses were taken from the literature. Absorbed dose was estimated using the Medical Internal Radiation Dose (MIRD) formalism.

**Results:**

The thyroid received an absorbed dose of 5.9 Gy and non-thyroid tissues received 0.75–2.2 mGy over 24 h. A distinct peak in the total number of significantly regulated transcripts was observed at 9:00 a.m. in the thyroid, but 3 h later in the kidney cortex, kidney medulla, and liver. Transcriptional regulation in the lungs and spleen was marginal. Associated cellular functions generally varied in quality and response strength between morning, noon, and afternoon. In the thyroid, 25 genes were significantly regulated at all investigated times of day, and 24 thereof showed a distinct pattern of pronounced down-regulation at 9:00 a.m. and comparatively weak up-regulation at later times. Eleven of these genes belonged to the species-specific kallikrein subfamily *Klk1b*. Responses in signature genes for thyroid hormone-induced responses were more frequent than for ionizing radiation, and trends persisted irrespective of time of day.

**Conclusion:**

Diurnal variation of genome-wide transcriptional responses to 90 kBq ^131^I was demonstrated for the thyroid, kidney cortex and medulla, and liver, whereas variation was only marginal in the lungs and spleen. Overall, significant detection of potential biomarkers and signature genes was validated at each time of day, although direction of regulation and fold-change differed between morning, noon, and afternoon. These findings suggest that circadian rhythm should be considered in radiation research and that biological and analytical endpoints should be validated for circadian robustness.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13550-015-0150-y) contains supplementary material, which is available to authorized users.

## Background

Circadian rhythmicity is an intrinsic variable when studying responses in living organisms. In most species—including not only animals but also plants and microbes—many cellular, physiological, and behavioral processes are regulated with 24-h periodicity by endogenous pacemakers or exogenous zeitgeber signals [1]. Circadian rhythm is governed mainly by the suprachiasmatic nucleus (SCN) and molecular clock genes, but the molecular mechanisms of circadian rhythm in peripheral tissues are not yet fully elucidated [2–5]. When studying effects of ionizing radiation (IR) exposure in normal tissue, circadian variation constitutes an unknown variable if it is not controlled in the experimental design. It has been shown that circadian rhythm controls oscillation of gene expression on both the genetic and proteomic level and thus regulates tissue function in relation to the time of day [6, 7]. Accordingly, research to identify molecular biomarkers or to characterize genome-wide normal tissue responses after IR exposure needs to consider circadian rhythm as an experimental variable.

Various studies have been performed to identify IR-associated signatures, most of them using in vitro model systems [8, 9]. To the best of our knowledge, however, robustness of molecular biomarkers for ionizing radiation exposure in vivo in relation to time of day has not been investigated yet. Our research group has performed microarray analysis of various normal mouse tissues to characterize transcriptional regulation and to identify potential biomarkers in response to IR exposure, specifically from i.v.-administered radionuclides used in cancer therapy [10–15]. In this study, we analyzed genome-wide transcriptional regulation in the mouse thyroid, kidney cortex and medulla, liver, lungs, and spleen with regard to diurnal variation from morning to afternoon. This period was chosen since it represents day times commonly used in laboratory schedules.

Our group has investigated the impact of systemic effects on transcriptional responses in vivo when a regulatory organ receives a much higher absorbed dose compared with the other tissues in the body ([11], Langen B, Rudqvist N, Helou K, Forssell-Aronsson E: Microarray studies on ^211^At administration in BALB/c nude mice indicate systemic effects on transcriptional regulation in non-thyroid tissues, submitted). ^131^I and ^211^At are taken up by the thyroid to a greater extent than in other tissues [16, 17], which can have an impact on normal thyroid function. It has been shown that ^131^I and ^211^At exposure has effects on iodide transport and on mRNA expression of the sodium-iodide symporter (NIS) in thyroid follicular cells in vitro [18]. In the in vivo setting, 60–1636 transcripts were found to be differentially expressed in response to ^131^I or ^211^At exposure [10, 13]. Furthermore, upon i.v. administration in vivo, IR-induced effects in the thyroid are hypothesized to influence transcriptional responses in the kidneys, liver, lungs, and spleen to varying extent ([11], Langen B, Rudqvist N, Helou K, Forssell-Aronsson E: Microarray studies on ^211^At administration in BALB/c nude mice indicate systemic effects on transcriptional regulation in non-thyroid tissues, submitted).

The aim of this study was to evaluate the impact that time of day may have on ^131^I-induced effects in the mouse thyroid, kidney cortex and medulla, liver, lungs, and spleen. In order to avoid limitation to a presupposed set of genes or IR-induced signaling pathways, we used RNA microarray technology to analyze induced transcriptional regulation on a genome-wide scale. We also analyzed differential regulation of signature genes for IR-associated and thyroid hormone (TH)-induced responses respective to time of day in order to evaluate the potential systemic impact from the thyroid on gene regulation in non-thyroid tissues.

## Methods

### Radionuclide administration and radioactivity measurements

^131^I was obtained from GE Healthcare (Braunschweig, Germany) in the form of NaI. Syringes were weighed before and after injection. The gamma counter Wallac 1480 Wizard® 3" (Wallac Oy; Turku, Finland) was used to measure ^131^I activity in syringes before and after administration. The mean injected activity was corrected for the mean residual activity after administration.

### Estimation of absorbed dose

The Medical Internal Radiation Dose (MIRD) formalism

$$ {\overline{D}}_{\mathrm{organ}}=\frac{{\tilde{A}}_{\mathrm{organ}} \times {\displaystyle {\sum}_i}{n}_i\ {E}_i{\varPhi}_i}{m_{\mathrm{organ}}}, $$

was used to calculate mean absorbed dose for each organ $$ \left({\overline{D}}_{\mathrm{organ}}\right) $$ assuming a homogeneous activity distribution with yield *n*_*i*_ of radiation *i* with energy *E*_*i*_ and absorbed fraction *Φ*_*i*_ in the target organ with mass *m*_organ_ [19]. *Ã*_organ_ designates the time-integrated ^131^I activity in the organ estimated with the trapezoidal rule from 0 to 24 h based on previously reported biodistribution data [20]. For the kidneys, spleen, and thyroid, electron emission was only considered from ^131^I located in respective tissues, and *Φ*_*i*_ was set to 0.919, 0.854, and 0.742, respectively [21]. For the liver, electrons emitted from ^131^I located in the lungs were also considered, and *Φ*_*i* liver←liver_ was set to 0.954, and *Φ*_*i* liver←lungs_ was set to 0.011 [21]. Likewise, the liver was considered as a source organ for lung absorbed dose calculation, and *Φ*_*i* lungs←lungs_ was set to 0.85, and *Φ*_*i* lungs←liver_ was set to 0.008 [21].

### Animal experiments

Female BALB/c nude mice (CAnN.Cg-Foxn1nu/Crl; Charles River Laboratories International, Inc.; Salzfeld, Germany) were chosen for these experiments, because they are frequently used for establishing human tumor xenografts as an in vivo model for radionuclide therapy. Accordingly, the effect of circadian rhythm was investigated in the model system commonly used in pre-clinical studies. Nine-month-old female BALB/c nude mice were injected into the tail vein with 90 kBq ^131^I in 0.15 ml physiological saline. The mean mouse weight was approximately 21.8 ± 2.2 g. Administrations were performed at 9:00 a.m., 12:00 p.m., and 3:00 p.m. (*n* = 4/group), hereafter referred to as 9:00, 12:00, and 15:00, with an individual control group for each time of day. Control groups were mock-treated with physiological saline (*n* = 3–4/group). Physiological saline as control solution is considered adequate in this set-up, since the injected amount of iodine atoms is roughly 10^6^ times lower than the daily intake of stable iodine-127 (^127^I) from standard chow, and accordingly, the effect from iodine administration itself is considered negligible. In total, 22 mice were used in this study, i.e, 12 mice injected with ^131^I and 10 mice used as controls. These times of day were chosen since they represent working hours commonly used in animal experiments. Animals were kept in individually ventilated cages in groups between 6 to 10 animals per cage, and health status was monitored routinely. Animals were kept at standard dark/night cycle with water and food available ad libitum. At the day of injection, animals were kept in the dark from 5:00 p.m. to 8:30 a.m. the following day and experimental groups were kept in individual cages in a radiation safety-monitored animal laboratory. At 24 h after respective administrations, animals were anesthetized with sodium pentobarbital and killed via cardiac puncture. The kidneys, liver, lungs, spleen, and thyroid were excised, flash-frozen, and stored at −80 °C until analysis. All animal procedures were approved by the Ethical Committee on Animal Experiments in Gothenburg, Sweden (registration number 188/11).

### Gene expression analysis

Individual tissue samples were prepared from excised organs, and total RNA was extracted according to established procedures [11]. Concentration and RIN value of RNA samples were determined as described previously [11]. All samples had a RIN value of at least 6.0 and were analyzed on Illumina MouseRef-8 Whole-Genome Expression BeadChips (Illumina; San Diego, CA, USA) at the Swegene Center for Integrative Biology Genomics DNA Microarray Resource Center (SCIBLU; Lund, Sweden). The Illumina and BioArray Software Environment (BASE; SCIBLU) was used for image acquisition, raw signal quantification, data preprocessing, and quantile normalization as described previously [11]. Subsequent data processing was performed with Nexus Expression 3.0 (BioDiscovery; El Segundo, CA, USA) as described elsewhere [22]. The Benjamini-Hochberg method was used to control false discovery rate (FDR) in comparison analysis between microarray data sets with an adjusted *p* value cutoff of 0.01 [23]. Significantly regulated transcripts were identified with a fold-change threshold of at least 1.5, hereafter referred to as (differentially) *regulated* transcripts. The gene expression data in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO accession GSE66303).

Literature-based signature genes were used to discern between IR-associated (56 genes) and TH-induced (61 genes) transcriptional responses as described elsewhere [Langen B, Rudqvist N, Helou K, Forssell-Aronsson E: Microarray studies on ^211^At administration in BALB/c nude mice indicate systemic effects on transcriptional regulation in non-thyroid tissues, submitted]. Regulation of circadian clock core genes was analyzed to evaluate the effect of 90 kBq ^131^I on the molecular components of circadian rhythm regulation (Additional file 1: Table S1) [24]. Transcript-associated Gene Ontology (GO) terms were enriched for biological processes, and statistical significance was accepted with an adjusted *p* value of less than 0.05 [25]. In order to obtain a comprehensive overview on associated cellular effects, biological processes were categorized into 8 main categories encompassing over 30 subcategories according to the Gene Ontology database (http://www.geneontology.org), as described previously [11]. The strength of response was expressed as the percentage of scored vs. filtered transcripts of all biological processes categorized in a given subcategory (and summarized for respective main category) and visualized as a heat map.

## Results

### Tissue-specific absorbed dose and total transcriptional response

The absorbed dose from 90 kBq ^131^I was much higher in thyroid tissue than in the investigated non-thyroid tissues. The thyroid received 5.9 Gy over 24 h, while these non-thyroid tissues received between 0.75 and 2.2 mGy (Table 1). Transcript up- and down-regulation differed strongly between the tissues and showed sensitivity to the time of day (Fig. 1). 

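The transcriptome of 6 tissues was measured on Illumina MouseRef-8 expression arrays in female BALB/c nude mice, 24 h after injection of 90 kBq 131I or saline at 9:00, 12:00 or 15:00. The deposited data hold 130 replicates, 71 with 131I and 59 with saline, and 6 repeat arrays. By the paper's methods they are tissue samples of 22 mice, 12 with 131I and 10 with saline, with a cage for each experimental group. Results of several tissues at the same time therefore rest on the same few animals and are not independent. A group has 3 or 4 replicates in each tissue. On an array 34.7% to 51.9% of the probes lay above background (median 44.0%). The authors compared the groups of quantile-normalized arrays with a Benjamini-Hochberg adjusted p value under 0.01 and a fold-change of at least 1.5. Here the non-normalized signals were background-corrected with the detection p values, quantile-normalized within each tissue and taken to log2, and repeat arrays were averaged. All 6 groups of a tissue entered a single limma fit, and the thresholds of the paper were kept. The probes tested, which were above background on at least 3 arrays of the tissue, numbered 11564 in the liver to 14051 in the lungs. Fixed gene lists were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. The list p values were adjusted over all lists and all 18 comparisons of 131I with saline.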

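Regulated transcripts were unevenly spread over tissues and times of day. The thyroid at 9:00, the kidney medulla at 12:00 and the liver at 12:00 held nearly all of them, followed by the kidney cortex at 12:00. The lungs and the spleen held none at any time. A direct test of whether the 131I response differed between the times of day passed for 63 probes in the liver (27, 35 and 39 without saline 12:00 replicate 1, 2 and 3, and 41 without 131I 12:00 replicate 3). Its strongest genes were *Ehhadh*, an enzyme of peroxisomal beta-oxidation (adjusted p = 4.08e-08), the acyltransferase *Mogat1* (adjusted p = 7.03e-07), the peroxisomal gene *Pex11a* (adjusted p = 1.94e-06) and *Acot1*, an acyl-CoA thioesterase (adjusted p = 8.6e-06). In saline livers of 12:00 the mean log2 level of targets of the fatty acid receptor PPARA was 11.09 (n = 3). In the other liver groups it lay between 9.42 and 9.83. Against saline 9:00 and 15:00, a control chosen afterwards, no liver probe was regulated with 131I at 12:00. The result may therefore rest on these 3 saline mice. Another split of the replicates gave 69 probes, and chance is left open for this count. In the kidney cortex only *Cyp4a14*, a fatty acid hydroxylase, passed (adjusted p = 0.00666), with *Eci1* next (adjusted p = 0.0121). The cortex count was 3 without background correction, 0 with median scaling, 3 with the deposited values and 2 with the replicate number as a block, and 0 without saline 12:00 replicate 1, 2 or 3. In the thyroid no probe passed this test in limma, with 4202 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0103. This count was 371 with repeat arrays left out, 1130 with repeat arrays counted as replicates, 13 without background correction, 10 with the deposited values, and 0 to 932 with a replicate left out. The kidney medulla gave 0 as well, with 1963 at an unadjusted p under 0.05, and 0 to 22 with a replicate left out. The lungs and the spleen gave 0 too, with 466 and 618 at an unadjusted p under 0.05. The paper shows the counts of the times of day in Fig. 1 and describes the regulation as sensitive to the time of day. With 3 or 4 replicates per group, 2 counts on either side of a threshold do not test that difference, and a transcript may pass at 9:00 and miss narrowly at 12:00.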

The strongest response was seen in the thyroid at 9:00 with 1015 regulated transcripts. 

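In the thyroid samples of 9:00 12 of 17 markers of a salivary list, 16 of them outside Fig. 4, fell with 131I, and 5 of 20 skeletal muscle markers rose (camera adjusted p = 4.48e-07 and 2.31e-07, adjusted p = 0.684 and 0.76 with an estimated correlation). The secreted kallikrein *Klk1b27* fell at least 271-fold (adjusted p = 0.00313), the salivary mucin-like gene *Mucl2* at least 839-fold and *Prol1*, a secreted salivary protein gene, at least 801-fold (n = 4 against 4). *Pip* and *Scgb2b27*, which also encode secreted gland proteins, fell at least 742-fold and 654-fold. In the other direction *Mb*, the oxygen store of muscle, rose (log2 fold-change 6.18, SE 1.37, adjusted p = 0.00406), and the sarcomere genes *Actn2* and *Actn3* rose at least 20.8-fold and 18.3-fold. *Fhl1* (4.32), the intermediate filament gene *Des* (4.17) and the myosin light chain *Myl1* (3.99) rose as well on the log2 scale. Altogether limma called 1495 probes, 517 up and 978 down, and 438 of them lay at background in every array of a group. With median scaling in place of quantile normalization 636 were up and 600 down. With the salivary and muscle marker levels as covariates, a setting chosen after these levels were seen, the count was 0. Marker lists of neighbouring tissues shifted in this comparison. Of 17 measured markers of the salivary list, 0 rose, 12 fell and 5 did not pass the test, with 1 up and 14 down when adjusted over the list alone, with a median log2 fold-change of −5.49, −4.85 with bounds for undetected probes (camera adjusted p = 4.48e-07, adjusted p = 0.684 with an estimated correlation). The 16 of them outside Fig. 4 had a median of −5.34. Of 20 skeletal muscle markers, 5 rose, 0 fell and 15 did not pass the test, with 20 up and 0 down when adjusted over the list alone, with a median of 5.79, 5.27 with bounds for undetected probes (camera adjusted p = 2.31e-07, adjusted p = 0.76 with an estimated correlation). The mean log2 level of the muscle markers was 4.76 ± 0.07 (SD, n = 4) in saline mice and ranged from 4.80 to 12.56 in 131I mice, of which replicate 1 lay at the saline level. Of 15 genes of the endoplasmic reticulum and secretion, 0 rose, 6 fell and 9 did not pass the test, with 0 up and 6 down when adjusted over the list alone, among them *Creld2* (−1.68), *Dnajc3* (−1.50) and *Hsp90b1* (−0.96) (camera adjusted p = 0.00592, adjusted p = 0.684 with an estimated correlation). Of 24 mitochondrial respiration genes, 3 rose, 0 fell and 21 did not pass the test, with 11 up and 0 down when adjusted over the list alone (camera adjusted p = 3.08e-06, adjusted p = 0.684 with an estimated correlation), for example *Ndufb5* (1.14). Among follicular cell markers, *Tg*, *Slc5a5*, *Pax8*, *Slc26a4*, *Dio1*, *Duox2*, *Foxe1* and *Iyd* lay at background in all 23 thyroid arrays. *Nkx2-1* lay above it in 1, *Kcnq1* in 2, *Tshr* in 17 and *Hhex* and *Cpq* in 23. *Hhex* and *Cpq* also lay above background in 100% of the 113 arrays of other tissues, so that they do not mark follicular cells here. That probe of *Tshr* did so in 1.77% of them. The count of regulated transcripts was 817, 632 and 342 without 131I replicate 2, 3 and 4, and 0 and 812 without saline replicate 3 and 4.

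**Figure D1:**
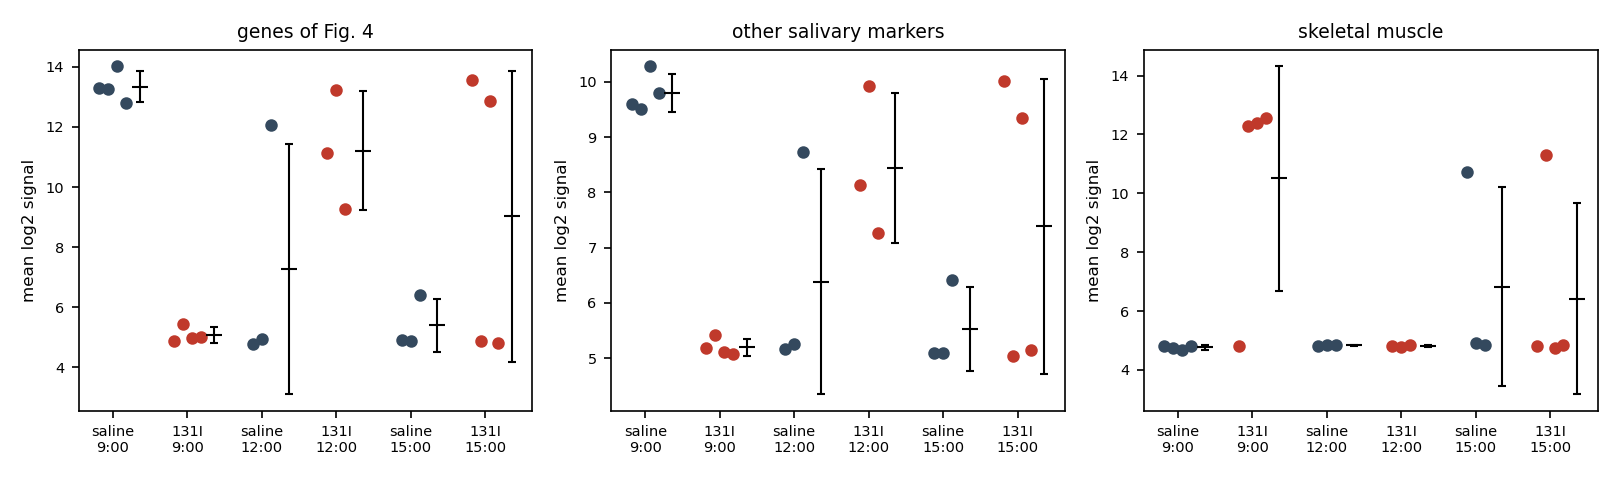
Mean log2 level of the study's salivary genes, of other salivary markers and of skeletal muscle markers in each replicate of the thyroid samples, by treatment and time of injection.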

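In the thyroid samples of 12:00 and 15:00 no single gene passed the test, while salivary gland genes lay higher as a group. That shift did not hold with an estimated correlation. All 21 measured genes of the study's salivary set had a higher mean with 131I at both times, with a median log2 fold-change of 3.90 at 12:00 (camera adjusted p = 2.57e-13, adjusted p = 0.684 with an estimated correlation) and 3.68, 3.57 with bounds for undetected probes at 15:00 (camera adjusted p = 1.61e-08, adjusted p = 0.726 with an estimated correlation). These genes were chosen from the study's own result, so that their shift is not independent evidence. The other salivary list, with 16 members outside Fig. 4, shifted the same way, by a median of 1.52 at 12:00 (camera adjusted p = 7.34e-07, adjusted p = 0.684 with an estimated correlation) and 2.40, 1.55 with bounds for undetected probes at 15:00 (camera adjusted p = 9.85e-05, adjusted p = 0.746 with an estimated correlation). Levels of the study's set scattered widely within groups. The mean log2 level ranged from 4.77 to 12.06 in saline mice of 12:00 (n = 3), from 9.26 to 13.24 in 131I mice of 12:00 (n = 3) and from 4.81 to 13.55 in 131I mice of 15:00 (n = 4). Genes of secretion lay higher beside them (0.22 at 12:00, camera adjusted p = 0.0112, adjusted p = 0.708 with an estimated correlation; 0.46 at 15:00, camera adjusted p = 0.00933, adjusted p = 0.7 with an estimated correlation). Fat markers lay lower at 15:00 (−0.73; camera adjusted p = 0.000388, adjusted p = 0.684 with an estimated correlation), as did targets of the fatty acid receptor PPARA (−0.42; camera adjusted p = 0.0119, adjusted p = 0.793 with an estimated correlation). With limma 0 probes were regulated at 12:00 and 0 at 15:00. At an unadjusted p under 0.05 the counts were 394 and 1516. Simulated 2-fold changes were called for 46% and 48% of the probes at these times, so that a 2-fold response of single genes could be missed.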

At 12:00 and 15:00, however, transcript regulation was on a much lower level with only 50 and 57 regulated transcripts, respectively. 

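The kidney medulla responded most at 12:00, with 12 of 19 papilla markers falling and 3 of 20 proximal tubule markers rising. *Cldn11*, a claudin of tight junctions, fell (log2 fold-change −4.88, SE 0.97, adjusted p = 0.00315), as did *Psca*, a surface antigen of urothelium (log2 fold-change −4.21, SE 0.71), *Upk1b*, a urothelial plaque gene (−3.58), and *Lcn2*, a secreted siderophore binder (−3.54). *Aldh1a3*, an enzyme of retinoic acid synthesis, fell at least 8.81-fold. Rising genes were *Slc16a14*, a monocarboxylate transporter (at least 3.73-fold), *Bhmt* of methionine metabolism (2.38, SE 0.41, adjusted p = 0.00128), *Gatm* of creatine synthesis (2.16) and *Pck1* of gluconeogenesis (1.65; n = 4 against 3). In this comparison limma called 563 probes at 12:00, 261 up and 302 down, and 371 without background correction and 355 with the deposited values. With the proximal tubule and papilla marker levels as covariates the count was 0. With saline 9:00 and 15:00 as the control, which like the covariates was chosen after the results were seen, 27 were up and 118 down. Of 19 measured papilla and urothelium markers, 0 rose, 12 fell and 7 did not pass the test, with 0 up and 14 down when adjusted over the list alone, with a median log2 fold-change of −1.76, −1.12 with bounds for undetected probes (camera adjusted p = 5.01e-10, adjusted p = 0.684 with an estimated correlation). Their mean log2 level was 5.93 ± 0.32 (SD, n = 4) with 131I and 7.77 ± 0.26 (SD, n = 3) with saline. Of 20 proximal tubule markers, which mark the cortex and outer stripe, 3 rose, 0 fell and 17 did not pass the test, with 6 up and 0 down when adjusted over the list alone (median 0.72; camera adjusted p = 9.85e-05, adjusted p = 0.684 with an estimated correlation). Their level was 10.98 ± 0.13 (SD, n = 4) with 131I and 10.24 ± 0.22 (SD, n = 3) with saline. PPARA targets lay lower, and of 21, 0 rose, 5 fell and 16 did not pass the test, with 0 up and 6 down when adjusted over the list alone (camera adjusted p = 0.000597, adjusted p = 0.684 with an estimated correlation). By the median over these genes the saline mice of 12:00 lay 0.36 above the other groups of 9:00 and 15:00, while the 131I mice of 12:00 differed by 0.01 from the saline mice of 9:00 and 15:00. Gluconeogenesis genes, which are active in proximal tubule, lay higher, and of 9, 2 rose, 0 fell and 7 did not pass the test, with 2 up and 0 down when adjusted over the list alone (camera adjusted p = 0.0205, adjusted p = 0.684 with an estimated correlation). In the kidney medulla of 9:00 and 15:00 limma called 0 and 0 probes, with 2423 and 774 at an unadjusted p under 0.05. The smallest adjusted p at 9:00 was 0.0108, and 21, 96 and 1 probes passed without 131I replicate 4, saline replicate 1 and saline replicate 3. At 15:00 2 passed without saline replicate 1. At 12:00 the count was 361, 333 and 321 without 131I replicate 2, 3 and 4, and 312 and 88 without saline replicate 1 and 3.

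**Figure D2:**
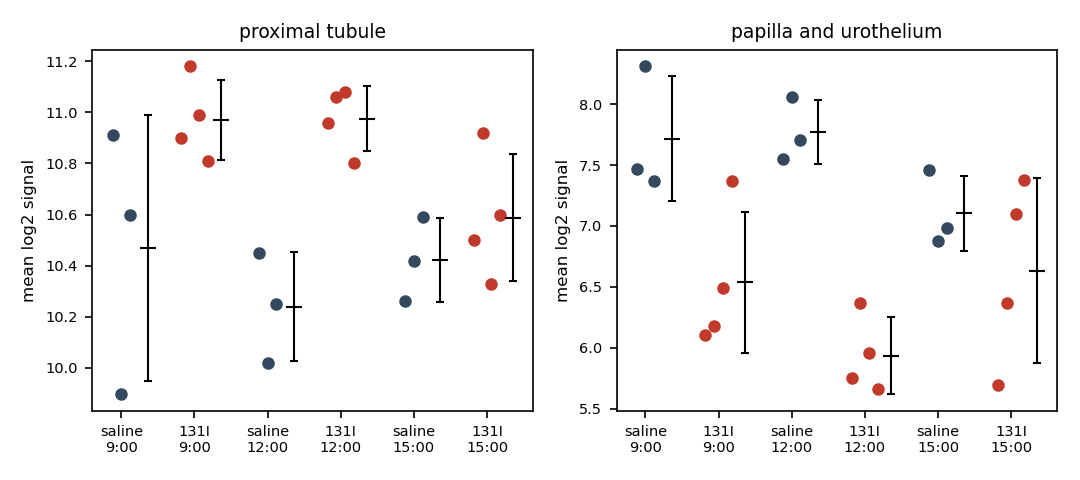
Mean log2 level of the proximal tubule list and the papilla and urothelium list in each replicate of the kidney medulla samples, by treatment and time of injection.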

In the non-thyroid tissues, the overall response was strongest in the kidney medulla followed by liver and kidney cortex. In these tissues, a pronounced maximum was observed at 12:00 with 444 (kidney medulla), 184 (liver), and 105 (kidney cortex) regulated transcripts. In contrast, regulation ranged between 1 and 6 transcripts in the lungs and spleen over the course of the investigated times of day.

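In the liver at 12:00 11 of 20 PPARA targets fell, and 2 of 10 genes of bile acid synthesis rose. *Ehhadh* had the smallest adjusted p of those named here (log2 fold-change −3.46, SE 0.21, adjusted p = 8.12e-10), and larger falls were those of *Cyp4a14* (log2 fold-change −5.65, SE 1.15) and *Acot1* (−4.82). *Pex11a*, a peroxisome division gene, fell too (−2.39). *Crat* and *Cpt2*, enzymes of carnitine transfer, fell as well (−1.97 and −1.11), and *Mogat1* fell at least 4.1-fold (n = 4 against 3). *Cyp8b1*, a sterol hydroxylase of bile acid synthesis, rose (1.41), as did *Chac1* of glutathione breakdown (2.56), *Nnmt* (2.21) and *Cish*, a target of growth hormone signalling (1.95). limma called 168 probes in this comparison, 63 up and 105 down, and with median scaling 25 up and 118 down. Of 20 measured PPARA targets, 0 rose, 11 fell and 9 did not pass the test, with 0 up and 14 down when adjusted over the list alone, with a median of −0.98 (camera adjusted p = 1.23e-25, adjusted p = 0.00476 with an estimated correlation). Of 10 bile acid synthesis genes, 2 rose, 0 fell and 8 did not pass the test, with 2 up and 0 down when adjusted over the list alone (camera adjusted p = 0.000301, adjusted p = 0.567 with an estimated correlation). Xenobiotic genes (2 of 19 fell; camera adjusted p = 0.000698, adjusted p = 0.567 with an estimated correlation) and heat shock genes (2 of 12 fell; camera adjusted p = 0.0029, adjusted p = 0.684 with an estimated correlation) lay lower.

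**Figure D3:**
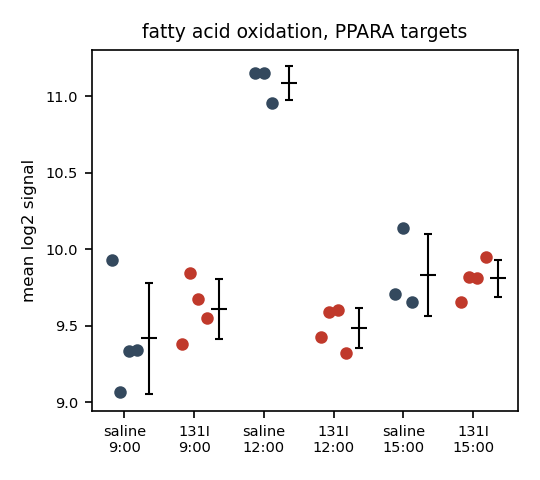
Mean log2 level of the fatty acid oxidation and PPARA target list in each replicate of the liver samples, by treatment and time of injection.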

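In the kidney cortex at 12:00 4 of 21 PPARA targets fell. *Ehhadh* (−1.79, SE 0.24, adjusted p = 0.000672), *Acaa1b* (−1.60), *Acot1* (−2.05) and *Eci1* (−0.92) fell, beside *Insig1* of sterol sensing (−1.55) and *Scd2* of fatty acid desaturation (−1.81). The carbonic anhydrase *Car4* (1.46) and the glutathione peroxidase *Gpx1* (0.67) were the only genes that rose among 18 regulated probes. Of 21 PPARA targets in cortex, 0 rose, 4 fell and 17 did not pass the test, with 0 up and 10 down when adjusted over the list alone (median −0.61; camera adjusted p = 5.1e-14, adjusted p = 0.0417 with an estimated correlation), and of 18 cholesterol synthesis genes, 0 rose, 1 fell and 17 did not pass the test, with 0 up and 5 down when adjusted over the list alone (median −0.49; camera adjusted p = 2.42e-08, adjusted p = 0.379 with an estimated correlation). In the saline mice of 12:00 the mean level of the PPARA targets stood apart from the other groups. In liver it was 11.09 ± 0.11 (SD, n = 3) against 9.49 ± 0.13 (SD, n = 4) with 131I and 9.42 ± 0.36 (SD, n = 4) in saline mice of 9:00, and in cortex 10.15 ± 0.03 (SD, n = 3) against 9.46 ± 0.25 (SD, n = 4) with 131I and 9.34 ± 0.09 (SD, n = 4) in saline mice of 9:00. At 15:00 the cortex had 9.82 ± 0.18 (SD, n = 3) with saline and 9.33 ± 0.19 (SD, n = 4) with 131I, and the list lay lower with 131I there as well (median −0.36; camera adjusted p = 4.48e-07, adjusted p = 0.39 with an estimated correlation). With both other saline groups as the control, 0 probes in liver and 0 in cortex were regulated at 12:00. At 9:00 limma called 0 probes in liver and 0 in cortex (664 and 495 at an unadjusted p under 0.05). At 15:00 the immunoglobulin receptor *Fcgr2b* (1.05), *Abca8a* (−1.35) and *P2ry1* (−1.38) changed in liver, and 0 probes in cortex (860 at an unadjusted p under 0.05). The count of liver at 15:00 was 0 with median scaling, 0 in a fit of the compared groups and 7 with repeat arrays counted as replicates, and 0 to 7 with a replicate left out. The count of liver at 12:00 was 99, 110 and 108 without saline replicate 1, 2 and 3. That of cortex was 11 with median scaling, 0 in a fit of the compared groups and 11 with the replicate number as a block, 8 without 131I replicate 4 and 6, 9 and 6 without saline replicate 1, 2 and 3.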

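No gene of the lungs or the spleen passed the test at any time of day, and only groups of genes shifted. In the lungs interferon response genes lay higher at 9:00 (median log2 fold-change 0.36; camera adjusted p = 0.00726, adjusted p = 0.811 with an estimated correlation), 12:00 (0.39; camera adjusted p = 0.000213, adjusted p = 0.708 with an estimated correlation) and 15:00 (0.35; camera adjusted p = 0.000202, adjusted p = 0.708 with an estimated correlation). Lung genes of mitochondrial respiration lay lower at 9:00 (−0.31, camera adjusted p = 1.54e-08, adjusted p = 0.684 with an estimated correlation). The genes of the proximal tubule list with the smallest p there also had lower means without passing. Among them *Slc27a2* had −2.25, with saline replicates ranging from 5.11 to 13.00 on the log2 scale. In the spleen cell cycle genes lay lower at 9:00 (−0.69, −0.67 with bounds for undetected probes; camera adjusted p = 1.28e-14, adjusted p = 0.684 with an estimated correlation) and higher at 15:00 (0.34; camera adjusted p = 0.00018, adjusted p = 0.848 with an estimated correlation), with interferon genes higher at 9:00 (0.43) and 15:00 (0.58). None of these shifts held when the correlation between genes was estimated from the data. limma gave 0 regulated probes in each of the 6 comparisons. At an unadjusted p under 0.05 the lungs had 1031, 290 and 358 probes at 9:00, 12:00 and 15:00, and the spleen 595, 838 and 360. Of simulated 2-fold changes 52% to 62% were called in the lungs and 44% to 68% in the spleen, and of 4-fold changes 94% to 100% and 94% to 96%. The simulated changes were placed on probes above background on every array of the tissue, 50 for each fold at once. For such probes most 4-fold changes would have been called, and a 2-fold response could be missed. Weakly expressed probes and a response of only a few genes were not simulated. Without saline replicate 2 the count of the lungs at 9:00 was 1.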

**Table 1:** Tissue-specific mean absorbed dose

Mean absorbed dose (mGy)				
	Kidney cortex		2.1	
	Kidney medulla		2.1	
	Liver		1.4	
	Lungs		2.2	
	Spleen		0.75	
	Thyroid		5 900	

Mean absorbed dose (mGy) to mouse tissues over 24 h following i.v. administration of 90 kBq ^131^I

**Fig. 1:**
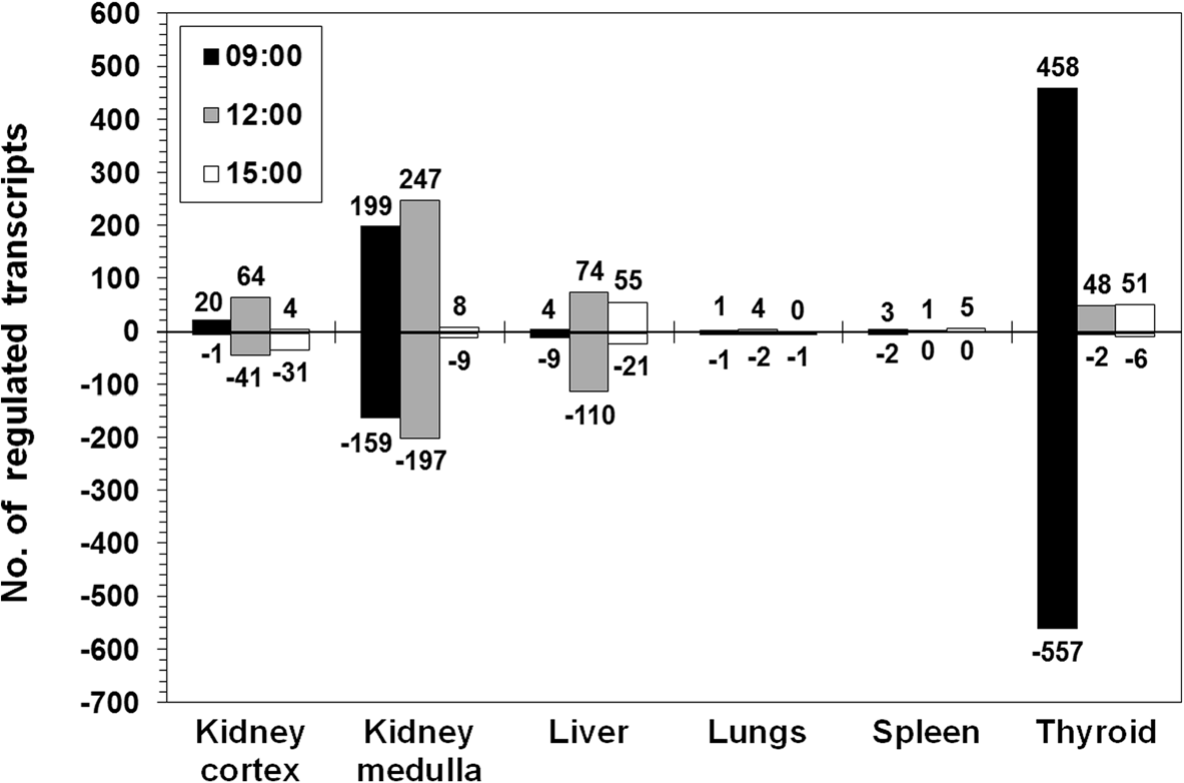
Number of significantly regulated transcripts. The number (*no.*) of significantly up- and down-regulated transcripts (probes) (*positive and negative numbers*, respectively) is shown for each tissue after 24 h following i.v. administration of 90 kBq ^131^I at 9:00 (*black*), 12:00 (*gray*), and 15:00 (*white*)

### Variation in total transcriptional response through the day

Thyroid showed the highest relative ratio of differentially regulated transcripts that were shared between two or all three times of day (Fig. 2). 

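Some thyroid genes that fell at 9:00 had higher means with 131I at the later times without passing. *Klk1*, the tissue kallikrein, fell at least 721-fold at 9:00, while its mean was higher with 131I at 12:00 (log2 fold-change 6.20, SE 2.61, adjusted p = 0.971; n = 3 against 3) without passing. *Egf*, a growth factor stored in salivary ducts, fell at 9:00 (log2 fold-change −6.51, SE 1.53, adjusted p = 0.00543) and did not pass at 15:00 (at least 9.69-fold higher mean, adjusted p = 0.389). No thyroid probe was called by limma at more than a single time. A looser rule counts a regulated probe as shared if its change at the other time has an unadjusted p under 0.05. Of the probes regulated at 9:00, 5 changed the same way and 28 the opposite way at 12:00, and 7 the same way and 225 the opposite way at 15:00. At 12:00 these are under 5% of the 1495 probes, the share that chance alone gives. Under that rule the kidney medulla shared 320 probes between 9:00 and 12:00 in the same and 6 in the opposite direction, and the liver 11 in the same and 10 in the opposite direction.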

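The genes that the study found shared in the thyroid are mostly salivary kallikreins and secreted gland proteins. With 131I at 12:00 the mean of *Klk1b5* was higher (log2 fold-change 5.33, SE 2.53, adjusted p = 0.971; n = 3 against 3), as was that of *Egf* (3.29, SE 1.77, adjusted p = 0.971). At 15:00 *Klk1b5* had a mean at least 10.5-fold higher (adjusted p = 0.392; n = 4 against 3). None of these passed the limma test, and shared regulation was 0 for each pair of times.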

The vast majority of the transcripts responding at 12:00 or 15:00 were also regulated at 9:00, i.e., 45 of 50 and 51 of 57 transcripts, respectively; moreover, 30 of these transcripts were regulated at all times of day. In comparison, few transcripts were regulated at all three times of day in the non-thyroid tissues, i.e., six transcripts in the kidney medulla, one transcript in the kidney cortex and the liver, and none in the lungs and spleen—the latter basically due to the generally low response in both tissues (Figs. 1 and 2). Similarly, few transcripts were shared between two times of day in the non-thyroid tissues; a notable exception was seen in the kidney medulla, where over 60 % of regulated transcripts at 9:00 were also regulated at 12:00, which also constituted half of the regulation observed at 12:00.

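Kidney cortex and medulla had regulated probes at 12:00 only, and the liver at 12:00 and 15:00. In the liver *Fcgr2b*, *Abca8a* and *P2ry1*, the only liver genes regulated at 15:00 (each adjusted p = 0.00927), were not regulated at 12:00. No probe was regulated at all 3 times in any tissue with limma. Probes regulated at any time numbered 171 in the liver. In the lungs and the spleen there was none to share.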

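Many medulla genes that changed at 12:00 had moved the same way at 9:00. *Psca* had a log2 fold-change of −2.75 at 9:00 (SE 0.71, adjusted p = 0.045; n = 4 against 3) and *Mbp*, the myelin basic protein gene, of −0.83 (adjusted p = 0.0379), both short of the threshold. Of the probes regulated at 12:00, 320 changed the same way and 6 the opposite way at 9:00 at an unadjusted p under 0.05. Papilla markers lay lower at 9:00 too (median −1.18, −0.99 with bounds for undetected probes; camera adjusted p = 4.48e-07, adjusted p = 0.684 with an estimated correlation) and proximal tubule markers higher (0.53; camera adjusted p = 0.000933, adjusted p = 0.684 with an estimated correlation). The 131I and saline mice of 9:00 and 12:00 were different animals. Because no probe of 9:00 passed in limma, 0 probes were shared by the stricter rule. Without a single replicate this count was 0 to 58.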

**Fig. 2:**
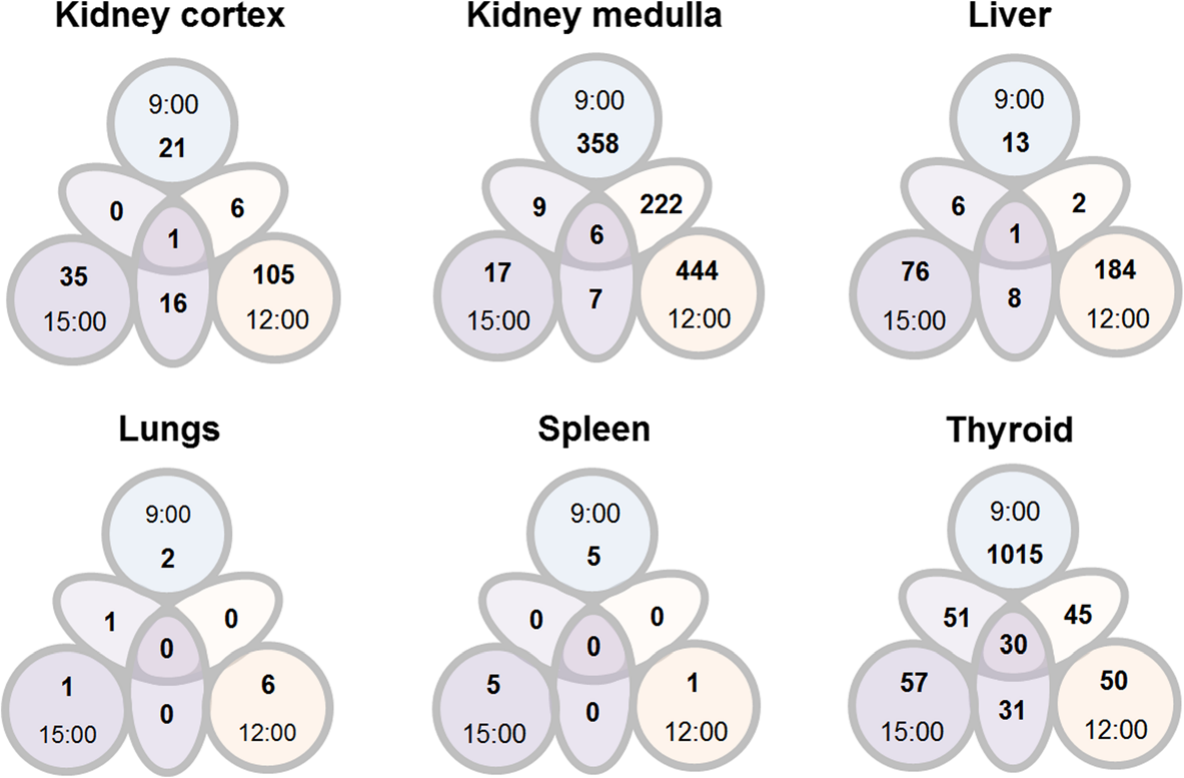
Shared transcript regulation between different day times of administration. The total number (*no.*) of significantly up- and down-regulated transcripts after 24 h following i.v. administration of 90 kBq ^131^I at 9:00, 12:00, and 15:00 is shown. Statistical comparison between exposure group(s) and control group(s) was made individually for each time of day (*large circles*), for pair-wise comparison between time points (*oval shape* between *large circles*), and over all time points (*center circle*). Large circles indicate the number of differentially regulated transcripts in a treated group compared with the control group at the respective time of day. *Oval shapes* between *circles* indicate the number of transcripts that were shared between two time points, i.e., transcripts that were differentially regulated in both treated groups compared with the two respective control groups. The *center circle* indicates the number of transcripts that were differentially regulated and shared among all time points, i.e., comparisons were performed between all three treated groups with their respective control groups. Please note that the diagram is not a classical Venn diagram, since the statistical population differs between each comparison analysis

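The saline mice of the 3 injection times were compared pairwise within each tissue, in the same limma fit and with the same thresholds as the 131I comparisons. Groups had 3 or 4 saline replicates, and each group enters 2 of the 3 comparisons. A transcript shared between 2 saline comparisons therefore rests in part on the same animals, unlike the 131I comparisons, which share no mice. List p values were adjusted over all lists and the 18 saline comparisons. The authors made pairwise comparisons of the control groups as well. The excision took place 24 h after the injection, so that the groups differ in the time of day of both.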

The impact that time of day may have as an individual factor on transcriptional regulation was evaluated by a separate statistical comparison analysis between control groups only, i.e., pair-wise comparisons between two times of day and over all three ones (Fig. 3). 

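Single genes of the clock or its outputs differed between the saline groups of 15:00 and 9:00 in each tissue. *Per2*, a repressor of the clock, was higher at 15:00 than at 9:00 in kidney medulla (log2 fold-change 2.35, SE 0.23, adjusted p = 1.83e-05), lungs (2.43, adjusted p = 0.00528), thyroid (2.90, adjusted p = 0.000347), kidney cortex (2.07, adjusted p = 0.00625) and liver (2.36, adjusted p = 1.47e-06). *Arntl*, the activator of the clock, was lower at 15:00 in medulla (−2.83), and at least 10.8-fold in liver and 3.96-fold in cortex. In the spleen only *Dbp*, an output gene of the clock, changed (log2 fold-change 1.98, SE 0.26, adjusted p = 0.00298; n = 3 against 4). Regulated probes between 15:00 and 9:00 numbered 1399 in the thyroid, 333 in the liver, 21 in the medulla, 12 in the lungs and 6 in the cortex. The paper counts regulated transcripts per pair of control groups in Fig. 3 and describes the extent of diurnal variation as tissue-specific. Whether tissues differ in this extent was not tested.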

The extent of diurnal variation in the absence of ^131^I administration also showed tissue-specificity. Moreover, the number of differentially regulated transcripts between two times of day was distinctly higher among control groups than was observed for analysis of ^131^I-treated groups, with the exception of kidney medulla (between 9:00 and 12:00) and spleen (between 12:00 and 15:00) (*cf.* Figs. 2 and 3). 

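Saline comparisons shared regulated probes in each tissue but the spleen. In the liver *Dbp*, *Per2* and *Arntl* changed from 9:00 to 12:00 and from 9:00 to 15:00, and so did 66 probes in total, all in the same direction. The liver also shared 80 probes between 9:00 to 12:00 and 12:00 to 15:00, 3 of them in the same direction. Between 9:00 to 15:00 and 12:00 to 15:00 it shared 62, of which 59 had the same direction. The thyroid shared 41 probes between 9:00 to 12:00 and 9:00 to 15:00, all in the same direction. The kidney medulla shared 2 and the lungs 1 in the same direction, and the cortex shared 7 in opposite directions between 9:00 to 12:00 and 12:00 to 15:00, which have the group of 12:00 in common. Among the 131I comparisons no tissue shared a regulated probe between times. The comparisons of 12:00 and of 15:00 with 9:00 have the group of 9:00 in common, which lets chance differences of those mice appear in both and favours a common direction. In 20 simulations without an effect in each tissue, with independent noise, these comparisons shared 0 probes. At most 1 probe was called in a comparison of these simulations, so that hardly any could be shared. They therefore do not show how much the common group adds to the shared counts. Differences that many genes of the mice of 9:00 have in common were not simulated.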

The largest number of differentially regulated transcripts was seen in the thyroid between 9:00 and 15:00 with 1340 transcripts followed by 999 transcripts between 9:00 and 12:00 (Fig. 3). In contrast, only 51 transcripts were differentially regulated between 12:00 and 15:00. 

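In the thyroid samples the saline mice of 15:00 differed from those of 9:00 in salivary gland, fat and clock genes, among others. The kallikrein *Klk1b26* was at least 523-fold lower at 15:00 and *Egf* at least 201-fold. *Gjb2*, a gap junction gene of glandular epithelium, was lower (log2 fold-change −4.55, SE 0.95, adjusted p = 0.00429), while the fat genes *Plin1* (1.67) and *Ucp1* (1.44) were higher (n = 3 against 4). Of 17 markers of the other salivary list, 16 of them outside Fig. 4, 0 rose, 8 fell and 9 did not pass the test, with 0 up and 13 down when adjusted over the list alone (median −5.57, −4.66 with bounds for undetected probes, camera adjusted p = 1.87e-06, adjusted p = 0.607 with an estimated correlation). Of the 21 salivary genes of the study, 0 rose, 16 fell and 5 did not pass the test, with 0 up and 19 down when adjusted over the list alone (median −8.09, −7.65 with bounds for undetected probes; camera adjusted p = 7.26e-12, adjusted p = 0.607 with an estimated correlation), which is not independent evidence because the study chose them. Of 12 fat markers, 4 rose, 0 fell and 8 did not pass the test, with 6 up and 0 down when adjusted over the list alone (median 1.17; camera adjusted p = 0.00117, adjusted p = 0.607 with an estimated correlation). PPARA targets, which are active in fat, were higher (1.14, 1.11 with bounds for undetected probes; camera adjusted p = 0.00078, adjusted p = 0.607 with an estimated correlation) and secretion genes lower (−0.58; camera adjusted p = 0.00478, adjusted p = 0.607 with an estimated correlation). The level of the study's salivary set was 13.34 ± 0.51 (SD, n = 4) at 9:00 and ranged from 4.86 to 6.41 at 15:00. From 9:00 to 12:00 50 probes changed, 20 up and 30 down (in all 12 with median scaling, 1 in a fit of the compared groups, 1618 with repeat arrays counted as replicates and 26 with the replicate number as a block). They included *Dbp* (2.64), *Per2* (2.37) and *Nfil3* (−2.64), a repressor in the clock. Between 9:00 and 15:00 limma called 606 probes up and 793 down, and with median scaling 140 up and 515 down. With repeat arrays counted as replicates the count was 2524. Without a single later replicate it was 21, 18 and 22 for replicate 1, 2 and 3. Without earlier replicate 3 and 4 it was 72 and 570. Between 9:00 and 12:00 each left-out replicate moved the count, which then lay between 1 (without later saline replicate 1) and 26.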

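Between 12:00 and 15:00 no thyroid gene of the saline mice passed. *Klk1b26*, *Egf* and *Per2*, which differed between 9:00 and 15:00, did not pass here (adjusted p = 0.921 for *Egf* and 0.872 for *Per2*; n = 3 against 3). limma called 0 probes, with 790 at an unadjusted p under 0.05. In the saline mice of 12:00 the mean log2 level of the salivary markers that the study does not name was 6.39 ± 2.04 (SD, n = 3).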

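In the liver of the saline mice clock genes and PPARA targets were among the genes that changed through the day. The clock output *Dbp* was higher at 12:00 (4.80) and 15:00 (5.54, SE 0.61, adjusted p = 3.73e-06) than at 9:00, and *Usp2*, a deubiquitinase under clock control, was higher at 15:00 (4.92). *Cyp4a14* (6.13), *Acot1* (4.99) and *Ehhadh* (3.33, SE 0.21, adjusted p = 1.88e-09) were higher at 12:00 than at 9:00, and *Acot1* (−4.29) and *Ehhadh* (−3.65) fell again by 15:00. *Cyp7a1*, the first enzyme of bile acid synthesis, rose from 12:00 to 15:00 (2.35; n = 3 against 3). Of 20 PPARA targets, 14 rose, 0 fell and 6 did not pass the test, with 15 up and 0 down when adjusted over the list alone from 9:00 to 12:00 (median 1.09; camera adjusted p = 4.25e-23, adjusted p = 0.00853 with an estimated correlation). From 12:00 to 15:00 8 of them fell (median −0.76; camera adjusted p = 1.64e-13, adjusted p = 0.0359 with an estimated correlation). Clock outputs were higher at 15:00 than at 9:00 (of 11, 6 rose, 2 fell and 3 did not pass the test; camera adjusted p = 2.09e-05, adjusted p = 0.185 with an estimated correlation). Cholesterol synthesis genes had a higher median at 12:00 than at 9:00 (0.53, with 1 of 18 passing; camera adjusted p = 3.41e-06, adjusted p = 0.517 with an estimated correlation), and 4 of 18 fell from 12:00 to 15:00 (camera adjusted p = 1.22e-06, adjusted p = 0.455 with an estimated correlation). limma called 235 probes between 9:00 and 12:00 and 202 between 12:00 and 15:00 (86 in a fit of the compared groups). Without a single replicate the counts were 121 to 214 and 95 to 193, and for 9:00 against 15:00 the lowest was 156, without later replicate 2.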

The second largest difference was seen in the liver with 221–258 differentially regulated transcripts; meaning, in contrast to the thyroid, the extent of diurnal variation did not vary much through the day. Similarly, the kidney cortex did not show a pronounced peak in differential regulation through the day, but the overall response (133–174 transcripts) lay on a somewhat lower level compared with the liver. 

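In the kidney cortex single genes of the saline mice differed between the times of day. *Insig1* (1.55), *Scd2* (1.75), the respiratory subunit *Cox6b2* (1.84) and *Ehhadh* (1.44, SE 0.24, adjusted p = 0.00724) were higher at 12:00 than at 9:00, and *Car4* was lower (−1.84). From 12:00 to 15:00 *Ehhadh* (−2.07), *Insig1* (−1.65) and *Cox6b2* (−1.80) fell and *Car4* rose (1.81). Between 9:00 and 15:00 the dopamine-forming enzyme *Ddc* (−1.78), *Itgb6* (−1.48) and *Tnfaip2* (−1.35) fell beside the clock genes. limma called 10 probes from 9:00 to 12:00 and 25 from 12:00 to 15:00, and 7 were in both, all in opposite directions. The count from 9:00 to 12:00 was 20 in a fit of the compared groups, and that from 9:00 to 15:00 was 13 with median scaling, 0 in a fit of the compared groups and 17 with the replicate number as a block. With a replicate left out the counts were 5 to 14, 7 to 16, and 1 to 15 between 9:00 and 15:00.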

In the kidney medulla, a maximum of differential regulation was seen between 9:00 and 15:00 with 116 transcripts, while only 43–48 transcripts were differentially regulated between the other times of day. 

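In the kidney medulla of the saline mice 4 of 11 clock outputs rose from 9:00 to 15:00 (camera adjusted p = 1.07e-11, adjusted p = 0.0359 with an estimated correlation). Of 13 core clock genes, 2 rose, 1 fell and 10 did not pass the test (camera adjusted p = 0.0184, adjusted p = 0.294 with an estimated correlation). *Dbp* (2.26), *Ciart*, a repressor of the clock (2.27, SE 0.29, adjusted p = 0.000213), *Per1* (at least 3.74-fold), *Usp2* (1.39) and *Tef*, a clock output gene (1.09), were higher at 15:00. At 12:00 *Per2* (1.73) and *Ciart* (at least 1.85-fold) were the only genes that differed from 9:00 (n = 3 against 3). Outside the clock the adenylate kinase *Ak4* rose and *Ddc* fell. limma called 18 probes up and 3 down from 9:00 to 15:00, and 0 between 12:00 and 15:00, with 1371 at an unadjusted p under 0.05. The count from 9:00 to 15:00 was 4 in a fit of the compared groups, and that from 9:00 to 12:00 was 0 in a fit of the compared groups, 6 with repeat arrays left out and 9 with repeat arrays counted as replicates. With a replicate left out the count from 9:00 to 12:00 was 0 to 17 (highest without later saline replicate 2).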

Differential regulation was on a very low level in the lungs for both comparison analyses, i.e., in response to ^131^I administration and in response to diurnal variation alone (*cf.* Figs. 2 and 3). 

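In the lungs of the saline mice clock genes were among those that differed between 9:00 and 15:00. *Per1* (1.92), *Ciart* (1.81) and *Per3*, another period gene (1.55), were higher at 15:00, and *Arntl* (−2.31, SE 0.34, adjusted p = 0.00401) and the matrix gene *Spon2* (−2.07) were lower. From 9:00 to 12:00 only *Tex11*, a gene of meiosis, passed (1.49, SE 0.20, adjusted p = 0.00376; n = 3 against 4). Of the probes called from 9:00 to 15:00, 10 were up and 2 down. Between 12:00 and 15:00 limma called 0, with 385 at an unadjusted p under 0.05. The count from 9:00 to 15:00 was 5 with median scaling, 7 with the deposited values, 0 without the filter and 0 in a fit of the compared groups, and that from 9:00 to 12:00 was 0 with median scaling, 0 in a fit of the compared groups and 0 with the replicate number as a block. With a replicate left out the counts were 0 to 20 for 9:00 against 15:00 and 0 to 7 for 9:00 against 12:00.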

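In the spleen cell cycle genes had lower medians later in the day, while no single gene but *Dbp* passed. The shift of the cell cycle genes did not hold with an estimated correlation. The median log2 fold-change of the 24 measured cell cycle genes was −0.84 at 12:00 against 9:00 (camera adjusted p = 3.4e-13, adjusted p = 0.583 with an estimated correlation) and −1.15 at 15:00 against 9:00 (camera adjusted p = 1.97e-18, adjusted p = 0.449 with an estimated correlation). *Dbp* rose from a mean log2 level of 8.43 ± 0.14 (SD, n = 4) at 9:00 to 10.41 ± 0.37 (SD, n = 3) at 15:00, and the count of 15:00 against 9:00 was 0 with median scaling and 0 in a fit of the compared groups. limma called 0 probes between 9:00 and 12:00 and 0 between 12:00 and 15:00, with 948 and 198 at an unadjusted p under 0.05.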

The spleen, however, showed a notable difference between both analyses; no differentially regulated transcripts were shared between time points after ^131^I administration, yet 40 and 11 transcripts were differentially regulated among control groups between 9:00 and 15:00 and between 9:00 and 12:00, respectively (Fig. 3). Similar to ^131^I administration, the number of transcripts that were differentially regulated and shared between all three times of day was comparatively low among control groups in all investigated tissues.

**Fig. 3:**
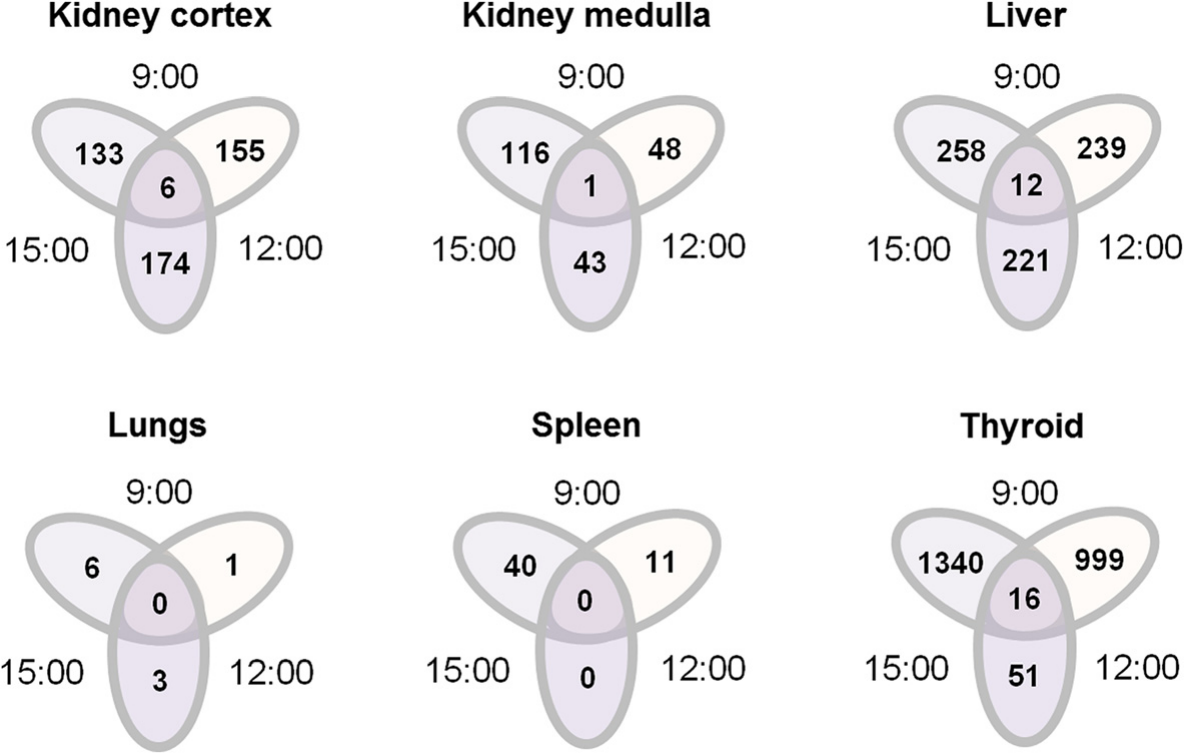
Differential transcript regulation through the day. The total number (*no.*) of differentially regulated transcripts (both significant up- and down-regulation of detected probes) is shown for control groups, i.e., after 24 h following i.v. administration of physiological saline at 9:00, 12:00, and 15:00. Statistical comparisons were made individually for pair-wise comparison between time points and over all three time points. *Ovals* indicate the number of differentially regulated transcripts between two time points; *circles* indicate the number of differentially regulated transcripts shared between all time points. Please note that the diagram is not a classical Venn diagram; for further description, please refer to Fig. 2

### Potential biomarker genes regulated independent of time of day

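The genes that the study reports at all times of day in the thyroid fell at 9:00 where they passed. There *Bpifa2*, a secreted parotid protein gene, fell at least 376-fold, *Wfdc2*, a secreted protease inhibitor gene (−4.33, SE 1.03, adjusted p = 0.00584), *Cldn10*, a claudin (at least 66.2-fold), and *Atp2a3*, a calcium pump (−5.82), fell too (n = 4 against 4). Of 21 measured genes of this set, 0 rose, 20 fell and 1 did not pass the test, with 0 up and 21 down when adjusted over the list alone at 9:00 (median −8.92, −8.32 with bounds for undetected probes; camera adjusted p = 1.39e-12, adjusted p = 0.684 with an estimated correlation). The set was chosen by the study from these data and is not independent evidence. At 12:00 and 15:00 limma called none of these genes, and *Mat2a* was not analysed here. At 9:00 5 of 20 skeletal muscle markers rose in the same comparison (adjusted p = 0.76 with an estimated correlation).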

In the thyroid, 25 genes were regulated at all investigated times of day (Fig. 4). 

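Kallikreins of the *Klk1b* subfamily, which are secreted by the mouse salivary gland, shared a strong fall at 9:00. *Klk1b26* fell at least 599-fold, *Klk1b22* at least 488-fold, *Klk1b8* at least 335-fold and *Klk1b24* at least 175-fold (adjusted p = 0.00327 for the last; n = 4 against 4). *Klk1b21* fell at least 106-fold. Every measured *Klk1b* gene named by the study passed in limma at 9:00 and none did at 12:00 or 15:00. Members of this subfamily are close in sequence, so that a probe may also bind the transcript of a related member.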

Around half of these genes belonged to the Mus musculus species-specific kallikrein subfamily *Klk1b*. 

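In the thyroid a fall at 9:00 stood beside higher means with 131I at the later times. *Klk1b22* had a log2 fold-change of 4.48 at 12:00 (SE 2.28, adjusted p = 0.971; n = 3 against 3) and a mean at least 15.7-fold higher at 15:00 (adjusted p = 0.389; n = 4 against 3). *Wfdc2* had 2.64 at 12:00 and at least 2.96-fold at 15:00, and *Gjb2* 1.12 and 2.31, none of which passed. The direct limma test of a time-dependent response did not pass for *Klk1b22* (adjusted p = 0.0103) or *Gjb2* (adjusted p = 0.0103). *Mat2a* was not analysed here, because the array annotation used names no probe for it.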

Basically, all genes showed a similar differential expression pattern with down-regulation at 9:00 and up-regulation at 12:00 and 15:00 (Fig. 4). The *Mat2a* gene (encoding the methionine adenosyltransferase II alpha) was the only exception showing an inverse pattern with up-regulation at 9:00 and down-regulation at later time points. Interestingly, *Mat2a* was also among the few genes showing comparatively low fold-change values. In general, the strength of down-regulation was more pronounced than up-regulation; 24 transcript probes showed a fold-change of at least 20-fold, 13 transcript probes of at least 60-fold, and 5 transcript probes of around 100-fold or higher. In comparison, up-regulation was comparatively weak in all instances, i.e., below 20-fold.

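Large falls and large rises both occurred in the thyroid at 9:00. The change of *Mup5*, a urinary protein gene also made in salivary glands, was −10.03 on the log2 scale (SE 2.34, adjusted p = 0.00519; n = 4 against 4). Of the probes called by limma, 108 changed at least 20-fold, and the median absolute log2 fold-change was 1.34. Genes at background in every 131I array give only a lower bound of the fall, and their true ratio is not known.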

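At the later times the higher means of salivary genes in the thyroid came with wide errors. For *Klk1b26* the log2 fold-change was 4.99 at 12:00 (SE 2.34, adjusted p = 0.971; n = 3 against 3) and the mean at least 17.4-fold higher at 15:00 (adjusted p = 0.389; n = 4 against 3). *Bpifa2* had 3.42 and 3.66 with standard errors of 2.36 and 2.21. With limma 0 regulated probes reached 20-fold at 12:00 and 0 at 15:00, because none passed.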

**Fig. 4:**
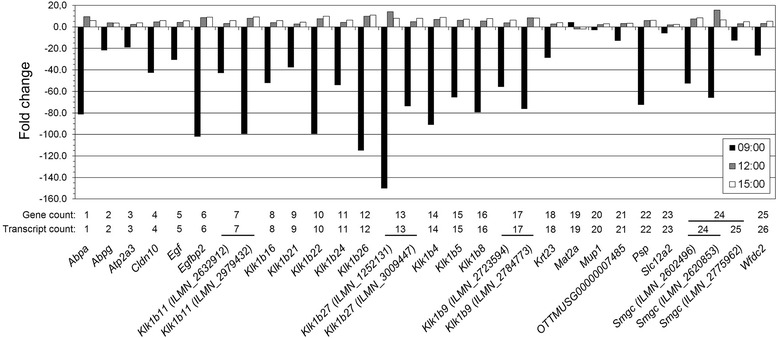
Transcripts regulated over time of day in thyroid. The fold-change of transcripts significantly regulated at all investigated times of day (9:00, *black*; 12:00, *gray*; 15:00, *white*) is shown for the thyroid. Up- and down-regulation is indicated by positive and negative values, respectively. Probe IDs are shown in *parenthesis*. Note the difference in scaling of the *y*-axis compared with Fig. 5

In contrast, few genes were regulated at all investigated times of day in the non-thyroid tissues, i.e., only one in the kidney cortex (Fig. 5a), six in the kidney medulla (Fig. 5b), and one in the liver (Fig. 5c). Moreover, none of these genes depicted the regulation pattern observed in the thyroid. In addition to the much lower number of genes, down-regulation at 9:00 occurred only for *Cldn11*, *Psca*, and *Slpi* in the kidney medulla. 

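No gene of the kidney or the liver passed at all times of day. In the medulla *Cldn11*, *Psca* and *Klk1b5* passed at 12:00 alone, and in the liver *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, passed at 12:00 alone. limma gave 0 probes regulated at all 3 times in each of these tissues. If a probe regulated at any time was only required to change the same way at an unadjusted p under 0.05 at the others, the medulla had 50 such probes.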

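Among these medulla genes *Slpi*, a secreted protease inhibitor gene, had a lower mean with 131I at 9:00 (log2 fold-change −2.39, SE 0.91, adjusted p = 0.16), 12:00 (−2.40, adjusted p = 0.0835) and 15:00 (−1.75, adjusted p = 0.84) without passing. *Cldn11* had −3.95 at 9:00 (SE 0.97, adjusted p = 0.0379; n = 4 against 3). In all 3 genes the direction at 9:00 was downward. *Psca*, *Cldn11* and *Slpi* are expressed in papilla and urothelium, whose list lay lower as well at 9:00 (median −1.18, −0.99 with bounds for undetected probes; camera adjusted p = 4.48e-07, adjusted p = 0.684 with an estimated correlation).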

Fold-change values in the non-thyroid tissues were decidedly lower compared with the thyroid; up-regulation ranged from 1.5 to 3.5 fold-change, and down-regulation ranged from −1.9 to −8.4 fold-change. 

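The largest changes in kidney and liver were smaller than those in the thyroid. In the medulla at 12:00 *Ugt1a6a*, a glucuronosyltransferase, rose (2.29, SE 0.43; n = 4 against 3). In the liver *Cyp4a31*, a fatty acid hydroxylase, fell by 4.24 on the log2 scale. The median absolute log2 fold-change of the probes called by limma was 1.01 in the medulla, 1.07 in the liver and 1.56 in the cortex. At least 20-fold changes numbered 1 in the medulla (*Cldn11*) and 3 in the liver (*Cyp4a14* and both probes of *Acot1*).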

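*Cyp7a1* rose in the liver at 12:00 (log2 fold-change 2.35, SE 0.34, adjusted p = 0.000193; n = 4 against 3). Its mean was higher with 131I at 9:00 (0.93, SE 0.32, adjusted p = 0.774) and 15:00 (0.90, SE 0.34, adjusted p = 0.252) without passing. Saline mice of 12:00 had a mean log2 level of 10.73 ± 0.81 (SD, n = 3) and 131I mice of 13.08 ± 0.40 (SD, n = 4). *Iap* was not analysed here, because the array annotation used names no probe for it.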

In both kidney cortex (Fig. 5a) and liver (Fig. 5c), the single detected gene (*Iap* and *Cyp7A1*, respectively) was up-regulated at all times of day with a maximum fold-change at 12:00. 

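In the medulla *Klk1b5* rose at 12:00 (log2 fold-change 1.60, SE 0.33, adjusted p = 0.00417; n = 4 against 3), and its other probe did not pass. At 9:00 the higher mean of *Klk1b5* did not pass (1.62, adjusted p = 0.0186), nor did that at 15:00 (1.16, adjusted p = 0.693). *Ubd*, an inducible ubiquitin-like gene, had 2.45 at 9:00 (SE 0.85, adjusted p = 0.12), 0.78 at 12:00 (adjusted p = 0.587) and −1.43 at 15:00 (adjusted p = 0.847). Interferon response genes, a group that is induced together with *Ubd*, lay higher at 9:00 (median 0.70, 0.65 with bounds for undetected probes; camera adjusted p = 1.49e-06, adjusted p = 0.705 with an estimated correlation), as did MHC class II genes (1.05; camera adjusted p = 0.000216, adjusted p = 0.684 with an estimated correlation). At 15:00 *Psca* (−1.57, adjusted p = 0.823) and *Cldn11* (−1.54, adjusted p = 0.852) did not pass. A limma test of a time-dependent response did not pass for *Ubd* (adjusted p = 0.237).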

In the kidney medulla, *Cldn11*, *Psca*, and *Slpi* were consistently down-regulated, and *Klk1b5* was consistently up-regulated, while *Hmgcs2* and *Ubd* were the only genes that showed changes in the direction of regulation (Fig. 5b). In the lungs and spleen, no transcripts were differentially regulated at the investigated times of day (*cf*. Fig. 2).

**Fig. 5:**
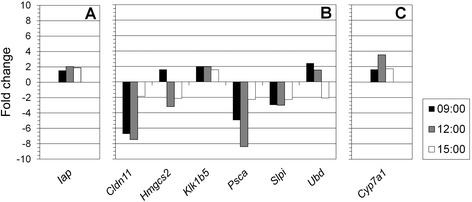
Transcripts regulated over time of day in kidney cortex and medulla, and liver. The fold-change of transcripts significantly regulated at all investigated times of day (9:00, *black*; 12:00, *gray*; 15:00, *white*) is shown for kidney cortex (**a**), kidney medulla (**b**), and liver (**c**). Up- and down-regulation is indicated by positive and negative values, respectively. Note the difference in scaling of the *y*-axis compared with Fig. 4

Significant regulation of circadian clock genes was very low with only few regulation instances of *Per1*, *Ppara*, and *Ccnd1* in the liver or thyroid (Additional file 1: Table S1).

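No period gene and no *Arntl* probe passed the test with 131I in any tissue. In the liver at 15:00 *Per1* had a log2 fold-change of −1.11 (SE 0.29, adjusted p = 0.0969; n = 4 against 3) and the nuclear receptor *Ppara* of −0.91 (SE 0.30, adjusted p = 0.181). In the thyroid at 9:00 *Ppara* had 1.46 (adjusted p = 0.0152) and *Arntl* −0.66 (adjusted p = 0.0494). Of the named clock genes only *Cdkn1a*, a cell cycle inhibitor in the clock list of Table S1, passed in the thyroid at 9:00, with 0.91 (SE 0.24, adjusted p = 0.00919) for 1 of its 3 probes. This call was lost with the salivary and muscle marker levels as covariates. Between the saline groups the same genes did change in limma. In the liver *Per1* (at least 2.84-fold higher), *Cry2* (1.07) and *Clock* (−1.35) differed between 9:00 and 15:00, 5 of 13 genes of the list up and 3 down. Changes of this size passed between these saline groups, while the other *Per1* probe had −1.33 with 131I in the liver at 15:00 without passing in limma (adjusted p = 0.205). A clock change of this size with 131I could therefore be missed. All 131I groups were compared with saline mice of their own time.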

### Signature gene regulation

The impact of ionizing radiation and thyroid-dependent effects on transcriptional regulation was evaluated using IR-associated and TH-responding gene signatures. Signature genes were regulated in the kidney cortex (Fig. 6a) and medulla (Fig. 6b), liver (Fig. 6c), and thyroid (Fig. 6d). In these tissues, the number of TH-responding genes usually exceeded or at least equaled that of IR-associated genes at all investigated times of day. 

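Some genes of the study's response signatures changed in kidney medulla, liver and thyroid. In the medulla at 12:00 *Mbp* (−1.14, SE 0.21, adjusted p = 0.0018) and the transcription cofactor *Lmo2* (−0.91, adjusted p = 0.00305) fell and *Pck1* rose. In the liver at 12:00 a probe that Table S2 prints without a gene name, beneath *Ccnd1*, fell, which the annotation assigns to the epoxide hydrolase gene *Ephx2* (−1.20, adjusted p = 0.00024). In the thyroid at 9:00 *Vldlr*, a lipoprotein receptor gene, and *Ccng1*, a p53 target (1.06, SE 0.24, adjusted p = 0.00447), rose. *Slc2a1*, a glucose transporter gene, and *Slc16a6*, a transporter of monocarboxylates (−1.44), fell. The salivary and muscle marker levels of these thyroid samples differed between the groups as well. With them as covariates, a setting chosen afterwards, no thyroid probe was called at 9:00. A response to radiation or hormone cannot be told apart from a different share of tissues here. No signature gene passed in the kidney cortex, where *Gsta1* had −2.14 at 12:00 (adjusted p = 0.099). Only the signature genes named in the supplementary tables were tested, which the study chose from its result, so that they are not independent evidence.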

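Thyroid hormone genes of Table S3 moved both ways in the thyroid at 9:00. *Slc2a1* fell and *Vldlr* rose, by −1.19 (SE 0.30, adjusted p = 0.00819) and 1.32 on the log2 scale, while *Atp2a1*, the calcium pump of fast muscle, had a higher mean without passing (adjusted p = 0.0196; n = 4 against 4). Of 12 measured TH-responding genes, 1 rose, 5 fell and 6 did not pass the test, with 4 up and 6 down when adjusted over the list alone (camera adjusted p = 0.54, adjusted p = 0.864 with an estimated correlation), and of 7 IR-associated genes, 1 rose, 2 fell and 4 did not pass the test, with 1 up and 3 down when adjusted over the list alone (camera adjusted p = 0.29, adjusted p = 0.746 with an estimated correlation). Both lists hold only genes that the study reported as regulated, so that the ratio is not independent evidence. *Atp2a1* marks skeletal muscle. With the salivary and muscle marker levels as covariates no gene was called in this comparison. Known thyroid hormone targets outside the study's tables had a median of 0.08 (camera adjusted p = 0.965).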

In the lungs and spleen, however, significant regulation was not observed for either signature (data not shown).

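In the lungs and the spleen neither response list shifted in a way that held. TH-responding genes of Table S3 had a median log2 fold-change of −0.13, 0.09 and 0.01 in the lungs at 9:00, 12:00 and 15:00 (camera adjusted p = 0.861, 0.909 and 0.985). In the spleen p53 targets and radiation response genes had 0.13, −0.08 and 0.12 (camera adjusted p = 0.283, 0.985 and 0.283). limma called none of the genes in either list. The p53 list was fixed before the values were read.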

**Fig. 6:**
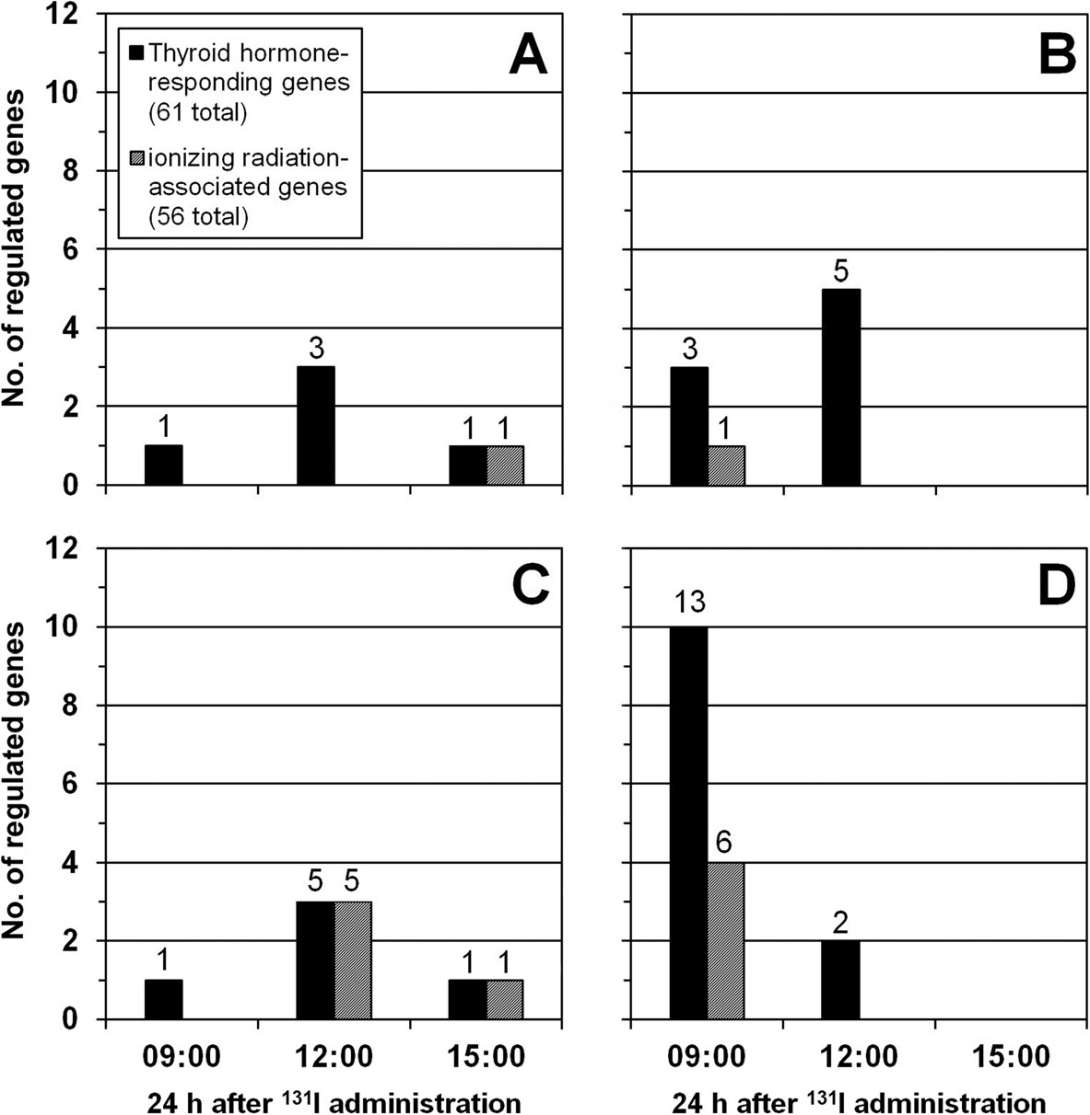
Signature gene regulation in kidney cortex and medulla, liver, and thyroid. The number (*no.*) of significantly regulated signature genes (thyroid hormone (TH)-responding, *black*; ionizing radiation (IR)-associated, *gray*) is shown for the kidney cortex (**a**), kidney medulla (**b**), liver (**c**), and thyroid (**d**) at respective time of day after 24 h following i.v. administered 90 kBq ^131^I. The number of significantly detected probes within a gene signature are stated above *bars*. No associated responses were observed in the lungs and spleen (not shown)

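In the thyroid at 9:00 1 gene of the TH-responding genes of Table S3 rose, 5 fell and 6 did not pass (camera adjusted p = 0.54, adjusted p = 0.864 with an estimated correlation). The study chose this list from its result, so that it is not independent evidence. *Lmo2* fell (log2 fold-change −1.54, SE 0.35, adjusted p = 0.00466; n = 4 against 4), and *Cd44*, an adhesion receptor gene, fell at least 2.04-fold. Neither call remained with the salivary and muscle marker levels as covariates. *Pck1* (1.73, adjusted p = 0.0275) and *Prkag2* (1.07, adjusted p = 0.0168) did not pass. No gene of these tables passed in limma at 12:00 or 15:00 in the thyroid.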

The highest number of regulated signature genes was seen in the thyroid at 9:00 with 10 TH-responding genes, which represented a pronounced global maximum. In the kidney cortex, kidney medulla, and liver, the highest number of regulated TH-responding signature genes was seen at 12:00, i.e., 3 h after the peak response in the thyroid. 

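TH-responding genes of Table S3 passed in kidney medulla and liver at 12:00 and in no kidney cortex comparison. The study chose these genes from its result, so that they are not independent evidence. In the medulla *Slc16a6* (1.06, adjusted p = 0.0201) and *Gsta1* (−1.91, adjusted p = 0.0508) missed the threshold. In the cortex *Thrsp*, a lipogenic thyroid hormone target, had 2.16 at 12:00 (SE 1.26, adjusted p = 0.607) and −2.23 at 15:00 (adjusted p = 0.783), and *Pck1* −0.82 at 12:00 (adjusted p = 0.55). In the liver *Cyp7a1* rose at 12:00 (2.35, SE 0.34, adjusted p = 0.000193), and *Gsta1*, a glutathione transferase gene, had −2.06 at 12:00 (SE 0.69, adjusted p = 0.127; n = 4 against 3). The paper links the peak in these tissues to the thyroid peak 3 h before and proposes thyroid-dependent signals. The mice of 9:00 and 12:00 were different animals and each group was sampled 24 h after its injection, so that the order of the peaks was not tested.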

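*Ccnd1*, the cyclin of the G1 phase, had lower means with 131I in thyroid at 9:00 and liver at 12:00, and no probe passed. Its 3 probes in the thyroid had log2 fold-changes of −0.67, −1.14 and −1.15 (adjusted p = 0.138, 0.0335 and 0.0241; n = 4 against 4). In the liver they had −0.95, −1.19 and −1.20 (adjusted p = 0.343, 0.228 and 0.226; n = 4 against 3). Cell cycle genes as a list had 2 of 8 genes down in the thyroid at 9:00 (camera adjusted p = 0.868).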

*Ccnd1* is reported in the literature as both IR-associated and TH-responding and was accordingly scored for both signatures.

Detection of multiple transcript probes for a signature gene was low and only observed in the liver (12:00) and thyroid (9:00); splicing variants were not detected (Additional file 2: Table S2 and Additional file 3: Table S3). Considering all investigated tissues, IR-associated transcripts had a mean (absolute) fold-change of 2.4 with a minimum of 1.5 and maximum of 7.2; most transcripts were down-regulated (Additional file 2: Table S2). 

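IR-associated genes that passed did so mostly in the thyroid. The gap junction gene *Gjb2* (log2 fold-change −4.10, SE 0.88, adjusted p = 0.00355) and the signalling enzyme *Plcg2* (−1.82, adjusted p = 0.00312) fell at 9:00, and *Ccng1* rose. None of these calls remained with the salivary and muscle marker levels as covariates. At 12:00, where Table S2 prints *Plcg2*, it did not pass (0.69, adjusted p = 0.971). *Gadd45g*, a growth arrest gene, did not pass in the liver at 12:00 (1.51, SE 0.62, adjusted p = 0.253; n = 4 against 3) or at 15:00 (−0.05, adjusted p = 0.986), nor did the growth factor receptor gene *Tgfbr2* at 15:00 (0.71, adjusted p = 0.168). *Gja1*, another gap junction gene, did not pass in the cortex at 15:00 (−1.41, adjusted p = 0.634) or the medulla at 9:00 (−0.63, adjusted p = 0.177). Of 21 p53 and radiation response genes that were fixed beforehand, 1 rose, 2 fell and 18 did not pass the test, with 2 up and 2 down when adjusted over the list alone in the thyroid at 9:00 (camera adjusted p = 0.575, adjusted p = 0.858 with an estimated correlation). The paper separates IR-associated from TH-responding genes by literature signatures and concludes from Fig. 6 that the latter dominate. Its complete signatures were not used here.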

TH-responding transcripts had a mean (absolute) fold-change of 4.0 with a minimum of 1.5 and a maximum of 41; around half of the transcripts were down-regulated (Additional file 3: Table S3).

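TH-responding genes of the tables had their widest range in the thyroid at 9:00. *Atp2a1* lay at background in all saline arrays and its mean was at least 126-fold higher with 131I (adjusted p = 0.0196; n = 4 against 4), which did not pass in limma. There 5 of 20 skeletal muscle markers rose in the same comparison (adjusted p = 0.76 with an estimated correlation). In kidney *Gsta1* had 2.02 in the medulla (adjusted p = 0.0854) and 1.44 in the cortex at 9:00 (adjusted p = 0.999). In the liver *Slc16a6* had −1.47 at 9:00 (adjusted p = 0.567), and in the thyroid *Pck1* had 1.57 at 12:00 (SE 0.65, adjusted p = 0.971; n = 3 against 3).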

### Diurnal variation in transcript-associated cellular function

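Gene groups shifted in the kidney cortex at 9:00 and 12:00 by camera at the preset correlation. Those of 9:00 did not hold with an estimated correlation. In the kidney cortex immune genes lay higher with 131I at 9:00, interferon response genes by a median of 0.67 (camera adjusted p = 5.11e-12, adjusted p = 0.684 with an estimated correlation) and MHC class II genes by 0.77 (camera adjusted p = 8.91e-05, adjusted p = 0.684 with an estimated correlation), while 4 of 21 PPARA targets fell there at 12:00. In the cortex at 9:00 immediate early genes (0.54; camera adjusted p = 2.74e-06, adjusted p = 0.567 with an estimated correlation) and extracellular matrix genes (0.32; camera adjusted p = 0.00506, adjusted p = 0.705 with an estimated correlation) were higher too. No single gene of these lists passed in limma at 9:00. Fixed gene lists took the place of the enrichment of biological processes, which was not analysed here. The time-dependent test is not made on lists, so that a difference between times in these lists was not tested.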

Diurnal variation influenced the regulatory profile of transcript-associated cellular functions through the day (Fig. 7). The extent of regulation and the type of regulated subcategory generally differed between investigated times of day for each tissue. Comparison of regulation profiles between tissues at a certain time of day indicated tissue-specificity of responses to ^131^I administration.

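Gene groups that shifted at 12:00 were PPARA targets in 4 tissues, with different signs. Of them 11 of 20 fell in liver, 4 of 21 in cortex and 5 of 21 in medulla (there adjusted p = 0.684 with an estimated correlation). The median was higher in the spleen (0.71; camera adjusted p = 1.54e-07, adjusted p = 0.684 with an estimated correlation), where genes of mitochondrial respiration were higher as well (0.42; camera adjusted p = 1.95e-09, adjusted p = 0.684 with an estimated correlation) and lymphocyte markers lower (−0.57; camera adjusted p = 0.0148, adjusted p = 0.802 with an estimated correlation). Only the liver and cortex shifts held with an estimated correlation. A difference between tissues was not tested.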

**Fig. 7:**
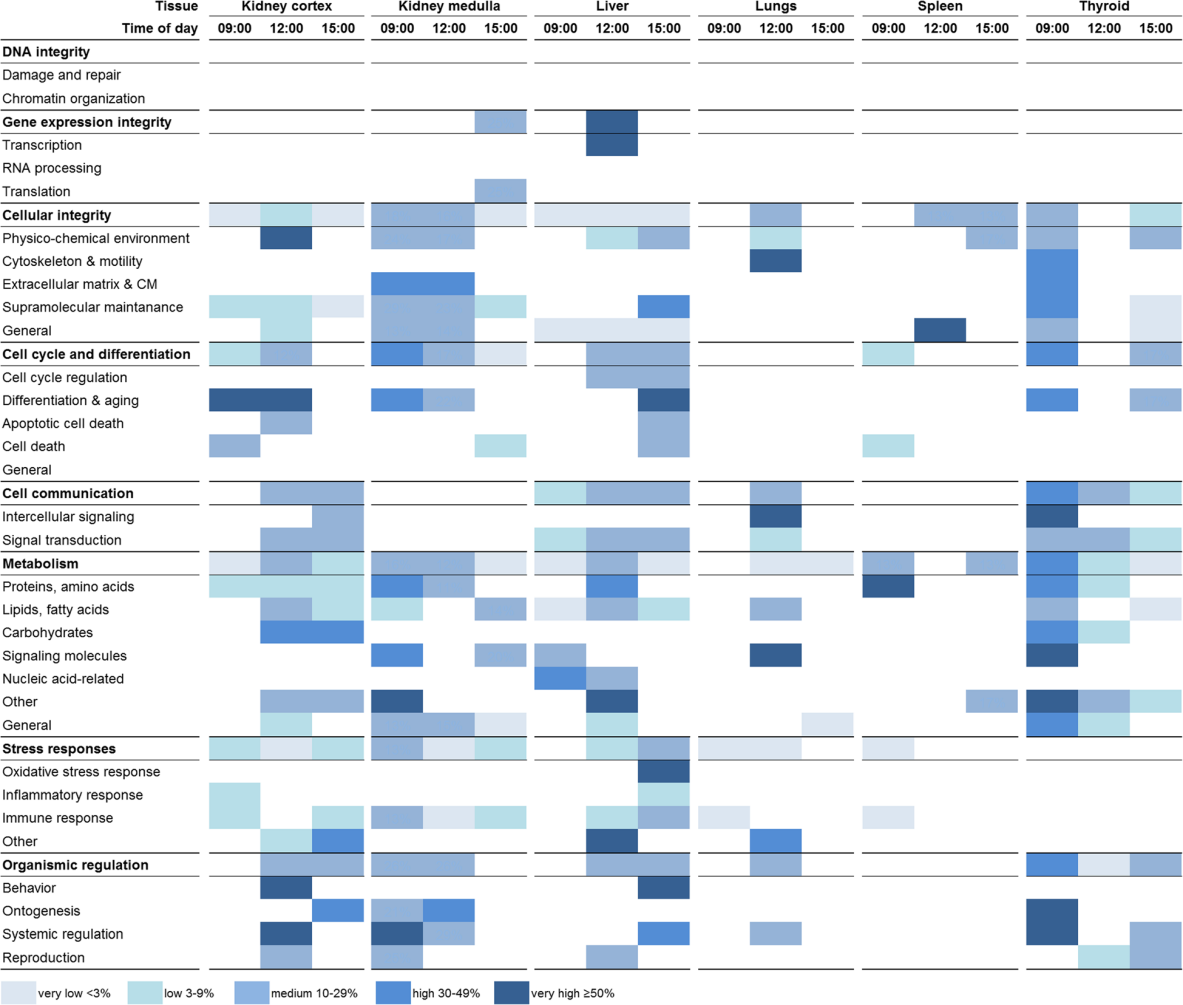
Heat map of enriched biological processes categorized after cellular function. Biological processes were enriched from significantly regulated transcripts (based on Gene Ontology (GO) terms) and then grouped into categories and subcategories of associated cellular function based on GO ancestor charts (http://geneontology.org). The percentage of scored vs. filtered transcripts is shown as very low <3 %, low 3–9 %, medium 10–29 %, high 30–49 %, and very high ≥50 %, and colored as *very light blue*, *light blue*, *blue*, *dark blue*, and *very dark blue*, respectively

In the thyroid, the regulatory profile at 9:00 appeared to be more similar to 15:00 than to 12:00 in terms of regulated subcategories, in particular regarding *cellular integrity* and *cell cycle and differentiation*. However, the overall regulation intensity (% regulation of scored vs. filtered transcripts) appeared to be more similar between 12:00 and 15:00, which was in agreement with the similar level of total transcript regulation at both times of day (*cf.* Fig. 1).

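In the thyroid at 12:00 and 15:00 genes of secretion had higher medians, and none of them passed the test. 12 and 11 of 15 had a higher mean (at 12:00 camera adjusted p = 0.0112, adjusted p = 0.708 with an estimated correlation, and at 15:00 camera adjusted p = 0.00933, adjusted p = 0.7 with an estimated correlation). Interferon response genes were higher at 12:00 (0.42; camera adjusted p = 9.85e-05, adjusted p = 0.684 with an estimated correlation), and collecting duct markers, which are shared with other ductal epithelia, were higher at 15:00 (1.13, 0.31 with bounds for undetected probes; camera adjusted p = 0.0412, adjusted p = 0.726 with an estimated correlation). At 9:00 collecting duct markers had 4 of 6 genes down. The similarity of list profiles between times was not tested.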

The kidney cortex, kidney medulla, and liver displayed a large spread among affected cellular functions through the day. 

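In the medulla at 9:00 and 15:00 lists shifted by camera at the preset correlation only, while limma called no probe. At 9:00 immediate early genes were higher (median 0.55, 0.47 with bounds for undetected probes; camera adjusted p = 0.00718, adjusted p = 0.684 with an estimated correlation) and papilla markers lower (−1.18, −0.99 with bounds for undetected probes; camera adjusted p = 4.48e-07, adjusted p = 0.684 with an estimated correlation), and at 15:00 lymphocyte markers (−0.69, −0.47 with bounds for undetected probes; camera adjusted p = 9.85e-05, adjusted p = 0.567 with an estimated correlation) and papilla markers (−0.41; camera adjusted p = 0.00718, adjusted p = 0.843 with an estimated correlation) were lower. In the liver at 12:00 gluconeogenesis genes had 1 of 12 up (camera adjusted p = 0.00697, adjusted p = 0.684 with an estimated correlation). *Cps1*, a urea cycle gene, was the gene of that list called by limma in the liver (0.75, adjusted p = 0.00314). Whether the spread differs between times was not tested.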

In each of these tissues, few subcategories were regulated at all investigated times of day and regulation usually differed in intensity, thus supporting the trend of diversified cellular responses in dependence of time of day. 

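Lists shifted in lungs and spleen by camera at the preset correlation only, while limma called no probe. In the lungs extracellular matrix genes had a median of 0.35, 0.31 with bounds for undetected probes at 9:00 (camera adjusted p = 0.00042, adjusted p = 0.684 with an estimated correlation), 0.15 at 12:00 and −0.18 at 15:00. In the spleen DNA repair genes had −0.25 at 9:00 (camera adjusted p = 0.0048, adjusted p = 0.843 with an estimated correlation), −0.22 at 12:00 and 0.17 at 15:00. None of the genes in these lists passed in limma. A time-dependent shift of the lists was not tested.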

Although only few transcripts were regulated in the lungs and spleen (Fig. 2), the associated cellular function differed distinctly through the day. In the lungs, for instance, biological processes for maintenance of *cellular integrity* or *cell communication* were only regulated at 12:00; moreover, no similarity was seen between the investigated times of day when regarding subcategories for *metabolism* or *stress responses*. Similarly in the spleen, the regulatory profile differed distinctly through the day on the subcategory level.

In all investigated tissues, no impact on *DNA integrity* was observed, which represented a striking common feature. Similarly, *gene expression integrity* was not regulated in most tissues except for the kidney medulla and liver, which showed only one subcategory response at 15:00 and 12:00, respectively. Furthermore, the kidney medulla and spleen also did not show any impact on biological processes related to *cell communication*. 

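DNA repair genes hardly changed in any tissue. Only *Atm*, the kinase that signals double-strand breaks, passed, and it fell in the thyroid at 9:00 (log2 fold-change −1.14, SE 0.21, adjusted p = 0.00243; n = 4 against 4). Across the 18 comparisons the median log2 fold-change of the DNA repair list lay between −0.25 and 0.17. The list passed camera in 2 of them, and in none with an estimated correlation. limma called 1 gene of this list in 1 comparison. That call was lost with the salivary and muscle marker levels as covariates. Changes of transcripts 24 h after injection need not reflect the early response to DNA damage.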

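Single stress genes changed in the thyroid at 9:00. *Asns*, an amino acid response gene (−1.61, SE 0.31; n = 4 against 4), fell, and *Hspb1*, a small heat shock gene, rose (1.34). Both calls were lost with the salivary and muscle marker levels as covariates. In the lungs cell cycle genes had a median of 0.28, 0.21 with bounds for undetected probes at 9:00 (camera adjusted p = 0.0205, adjusted p = 0.843 with an estimated correlation), and no gene of the list passed in limma. Heat shock genes had a median of 0.09 in the thyroid at 9:00 (camera adjusted p = 0.55).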

Lack of response was also observed for *cell cycle and differentiation* in the lungs, *stress responses* in the thyroid, and *organismic regulation* in the spleen.

## Discussion

^131^I exhibits differential uptake in the body where the majority of injected activity is taken up by and retained in the thyroid gland [18, 20]. The difference in absorbed dose over 24 h between the thyroid and the investigated non-thyroid tissues was substantial, i.e., 5.9 Gy vs. 0.75–2.2 mGy. The injected ^131^I activity and thus tissue-specific absorbed dose, however, were kept constant at all investigated times of day. Variation in circadian cycling of the transcriptome and proteome of mouse tissues in vivo has been demonstrated before, for instance in the liver [7, 26]. However, to the best of our knowledge, diurnal variation of genome-wide transcriptional responses has not been described in context with intravenously administered radionuclides in vivo. Regarding ^131^I administration, there are two aspects to be considered: first, differences in tissue-specific absorbed dose due to differential uptake, and second, systemic relation between a (dominantly exposed) regulatory tissue and (less exposed) target tissues. As we discussed in a previous study, transcriptional regulation in the liver, lungs, spleen, and cortical and medullary kidney tissues is not understood as exclusively induced by IR exposure from ^131^I in each tissue, but—to varying extent depending on tissue type—influenced by systemic factors originating from the thyroid gland [11]. The temporal dimension of observed variation in total transcriptional regulation further supported this reasoning; a peak response was observed at 9:00 in the thyroid and 3 h later in the kidney cortex, kidney medulla, and spleen. In contrast, the lungs and spleen did not show a pronounced maximum in total transcriptional regulation, and moreover, only few transcripts were regulated in both tissues. The lungs are the essential respiratory organ, and their main function, i.e., the intake of oxygen and the release of carbon dioxide, plays a large role for cellular metabolism. The spleen is not a vital organ but performs important functions for filtering blood and recycling iron, and it is further involved in the immune system as part of the mononuclear phagocyte system. However, tissue metabolism and turnover in both organs is low compared with the kidneys and liver. Overall, the differences in (total) transcriptional regulation between non-thyroid tissues are thought to reflect the relative metabolic activity and turnover in the tissues. Furthermore, these findings indicated that the lungs and spleen may be less likely affected by IR-induced damage in the thyroid than the kidneys or liver, which is an important finding for risk assessment.

In a previous study using a differential exposure setting with ^211^At, we hypothesized that thyroid-dependent systemic factors have an impact on target tissue responses [11]. In a follow-up study, we analyzed the relative impact of TH- or IR-induced gene regulation using a comprehensive panel of literature-based signature genes for each inducer [Langen B, Rudqvist N, Helou K, Forssell-Aronsson E: Microarray studies on ^211^At administration in BALB/c nude mice indicate systemic effects on transcriptional regulation in non-thyroid tissues, submitted]. In the present study, we investigated robustness of signature gene analysis with regard to diurnal variation. For all investigated times of day, responses in TH-responding signature genes were generally stronger than in IR-associated signature genes, although the extent (i.e., number of significantly regulated genes and respective fold-change values) varied between the investigated times of day. Nevertheless, the consistent trend in signature gene regulation, meaning a general dominance of TH-associated signature genes, was reproduced through the day, which validated this analytical endpoint with regard to circadian rhythm.

Diurnal variation was observed for all features of transcriptional regulation, i.e., number of regulated transcripts, fold-change value, and direction of regulation. Moreover, associated cellular functions of differentially regulated transcripts varied through the day in all investigated tissues. Interestingly, differential transcript regulation that was shared between two times of day after ^131^I administration was generally lower than differential regulation in the absence of IR exposure, i.e., only as an effect of diurnal change of regulation. Taken together, the presented data suggest that circadian rhythm affected the manner in which tissues responded to IR-induced damage. Considering the hypothesis of thyroid-dependent effects in the investigated non-thyroid tissues [11], the extent of the overall transcriptional responses appeared to correlate with basic metabolic turnover in non-thyroid tissues. Unfortunately, it could not be deduced from this data to what extent transcriptional regulation was induced by IR exposure in each tissue or by systemic factors originating from the thyroid. Nevertheless, the general dominance of TH-responding genes over IR-associated genes suggested that a significant contribution from systemic factors could be considered likely.

A distinct pattern was observed for genes that were regulated in the thyroid at 9:00, 12:00, and 15:00; the vast majority was strongly down-regulated at 9:00 and comparatively mildly up-regulated at later time points. This finding underlined that certain genes are regulated upon IR exposure irrespective of time of day, but that the quality of induced regulation is influenced by circadian oscillation of gene expression, which may have consequences for cellular outcome. A large number of these genes belonged to the kallikrein subfamily *Klk1b*, which has been proposed as molecular biomarkers for ^131^I and ^211^At exposure in the thyroid [27]. The present study demonstrated that transcriptional regulation of *Klk1b* genes in responses to 5.9 Gy absorbed dose from ^131^I varied distinctly through the day; nevertheless, significant regulation could be detected at any of the investigated times. Bearing in mind the time-dependent pattern, this study validated significant detection of *Klk1b* transcripts as biomarkers from morning to afternoon. Nevertheless, regulation patterns of potential biomarkers should be characterized throughout the day in order to assess whether changes in expression are induced by irradiation condition or circadian rhythmicity. Accordingly, it is advised to match the time of day in, e.g., long-term studies and to repeat experiments at different times of day to avoid bias from diurnal variation.

The phasing of circadian rhythms can be shifted by various stressors [28–30]. Ionizing radiation, for instance, can phase advance the circadian clock as has been demonstrated for instance in rat fibroblasts using γ-radiation in the range of 0.5–12 Gy [30]. It is thus possible that IR-induced phase shifting occurred in the thyroid due to the high absorbed dose of 5.9 Gy. This potential effect would have implications for, e.g., the time of day when maximum transcript regulation was observed. Significant up- or down-regulation in circadian clock genes was generally not detected, which might indicate that phase shifting did not occur. However, phase shifting is difficult to demonstrate in this set-up, i.e. with analysis at a single 24 h time-point.

It has recently been demonstrated that DNA damage response pathways and cell cycle progression are under circadian control [31–33]. Moreover, a significant difference in mRNA levels of DNA damage inducible genes in mouse blood and bone marrow was demonstrated between diurnal and nocturnal irradiation with 0.5 Gy X-ray in vivo [34]. In the present study, enriched biological processes did not show responses for DNA damage and repair for chromatin organization. A (very) low absorbed dose level is not expected to result in up-regulation of the DNA damage recognition and repair machinery on the transcriptional level. While this was the case for the non-thyroid tissues, an absorbed dose of 5.9 Gy in thyroid tissue may result in transcriptional regulation of DNA damage and repair-related genes. However, no responses were detected in maintenance of *DNA integrity* in thyroid tissue. This may be explained, in part, by continuous low-dose-rate irradiation which may not suffice to induce an acute damage and repair response; in general, the absorbed dose of 5.9 Gy over 24 h constituted a (very) low-dose rate of a few mGy per minute, although it should be noted that the dose rate of ^131^I in thyroid varies over time [20]. Another factor influencing detection of DNA damage and repair-related processes may be convolution of hit vs. non-hit cells (and multi-hit cells) in microarray data. Individual cells that were subjected to a sufficiently high damage burden may induce transcriptional regulation of respective genes, but the expression changes may be masked in the mixed (homogenized) cell population. Nevertheless, analysis of DNA damage and repair responses to ionizing radiation exposure, specifically in longitudinal studies, should consider differences in response with regard to time-of-irradiation and, if possible, account for circadian oscillation in the experimental design.

Overall, these findings suggest that the timing of clinical studies or therapeutic schedules can have a pronounced effect on obtained results or therapeutic outcome, since circadian rhythm is an intrinsic factor in cellular and physiological regulation in humans as well. However, since mice are nocturnal animals but are usually treated during the day in experiments, it may be advisable to phase shift animals in pre-clinical studies to better match human physiology in the clinical setting.

## Conclusions

In this study, we demonstrated diurnal variation at 9:00, 12:00, and 15:00 of transcriptional responses to intravenously administered ^131^I in the kidney cortex and medulla, liver, and thyroid. In contrast, differential regulation in the lungs and spleen was generally low irrespective of time of day at the investigated exposure condition. Diurnal variation was demonstrated for several features of transcriptional regulation, i.e., total number of significantly regulated transcripts, fold-change and direction of regulation, and transcript-associated cellular function. Despite diurnal variation, main results on ^131^I-induced transcriptional regulation were reproduced irrespective of time of day, which validated the analytical endpoints used for radiogenomic biomarker discovery in vivo.

Overall, we conclude that time of day can play both a minor and major role for gene expression analysis, which appears to be dependent on the investigated gene set and on the quality and strength of induced responses. The relative impact that circadian rhythm has on the biological endpoint studied may be dependent on absorbed dose and differ between low-dose and high-dose regimens. Depending on the exposure condition, daytime-of-treatment or daytime-of-measurement may have a larger effect on gene expression than the actual ionizing radiation exposure—or the effect of circadian rhythm may be negligible. Thus, we advocate that circadian rhythm should be considered as an experimental variable in radiation research and that “circadian robustness” should be validated for the biological or analytical endpoint under investigation.

## Additional files

Additional file 1: Table S1. Circadian rhythm core genes and significant regulation. Core circadian clock genes as reviewed by Kelleher FC, Rao A, Maguire A. Circadian molecular clocks and cancer. Cancer Lett. 2014;342:9–18. Review. (DOCX 20 kb) Additional file 2: Table S2. Significantly regulated ionizing radiation-associated genes. (DOCX 20 kb) Additional file 3: Table S3. Significantly regulated thyroid hormone-responding genes. (DOCX 23 kb)

# Supplementary material for: Circadian rhythm influences genome-wide transcriptional responses to 131I in a tissue-specific manner in mice
**Source:** EJNMMI Res. 2015 Dec 15;5:75. doi: 10.1186/s13550-015-0150-y
**Supplement:** Additional file 1: Table S1. — Circadian rhythm core genes and significant regulation. Core circadian clock genes as reviewed by Kelleher FC, Rao A, Maguire A. Circadian molecular clocks and cancer. Cancer Lett. 2014;342:9–18. Review.

SUPPLEMENTAL TABLE 1. Circadian rhythm core genes and significant regulation

Gene symbol		Gene name	Significantly regulated in sample cohort			
Mouse	Human homolog		Tissue	Time-of-day	Regulation	Fold-change
<i>Cry1</i>	<i>CRY1</i>	cryptochrome 1 (photolyase-like)	<i>none</i>			
<i>Cry2</i>	<i>CRY2</i>	cryptochrome 2 (photolyase-like)	<i>none</i>			
<i>Per1</i>	<i>PER1</i>	period circadian clock 1	Liver	15:00	down	-1.7
<i>Per2</i>	<i>PER2</i>	period circadian clock 2	<i>none</i>			
<i>Per3</i>	<i>PER3</i>	period circadian clock 3	<i>none</i>			
<i>Clock</i>	<i>CLOCK</i>	circadian locomotor output cycles kaput	<i>none</i>			
<i>Arntl</i>	<i>ARNTL</i><br>(<i>BMAL1</i>)	aryl hydrocarbon receptor nuclear translocator-like	<i>none</i>			
<i>Npas2</i>	<i>NPAS2</i>	neuronal PAS domain protein 2	<i>none</i>			
<i>Rora</i>	<i>RORα</i>	RAR-related orphan receptor alpha	<i>none</i>			
<i>Nr1d1</i>	<i>NR1D1</i><br>(<i>hRev</i>)	nuclear receptor subfamily 1, group D, member 1	<i>none</i>			
<i>Ppara</i>	<i>PPARα</i>	peroxisome proliferator activated receptor alpha	Liver	15:00	down	-1.5
			Thyroid	9:00	up	2.0
<i>Pparag</i>	<i>PPARγ</i>	peroxisome proliferator activated receptor gamma	<i>none</i>			
<i>Myc</i>	<i>MYC</i><br>(<i>c-MYC</i>)	myelocytomatosis oncogene	<i>none</i>			
<i>Wee1</i>	<i>WEE1</i>	WEE 1 homolog 1 (<i>S. pombe</i>)	<i>none</i>			
<i>Ccnd1</i>	<i>cyclin D</i>	cyclin D1	Liver	12:00	down	-1.7
			Thyroid	9:00	down	-1.9
<i>Cdkn1a</i>	<i>CDKN1A</i><br>(<i>P21</i>)	cyclin-dependent kinase inhibitor 1A (P21)	<i>none</i>			

Core circadian clock genes as reviewed by

Kelleher FC, Rao A, Maguire A. Circadian molecular clocks and cancer. *Cancer Lett.* 2014;342:9–18. Review.

# Supplementary material for: Circadian rhythm influences genome-wide transcriptional responses to 131I in a tissue-specific manner in mice
**Source:** EJNMMI Res. 2015 Dec 15;5:75. doi: 10.1186/s13550-015-0150-y
**Supplement:** Additional file 2: Table S2. — Significantly regulated ionizing radiation-associated genes.

**SUPPLEMENTAL TABLE 2. Significantly regulated ionizing radiation-associated genes**

| Mouse tissue   | Time point | Ionizing radiation associated genes |              |               |             |
|----------------|------------|-------------------------------------|--------------|---------------|-------------|
|                |            | Gene symbol                         | Probe ID     | Transcript ID | Fold-change |
| Kidney cortex  | 09:00      | <i>none</i>                         |              |               |             |
|                | 12:00      | <i>none</i>                         |              |               |             |
|                | 15:00      | <i>Gja1</i>                         | ILMN_1244291 | ILMN_217762   | -2.0        |
| Kidney medulla | 09:00      | <i>Gja1</i>                         | ILMN_1244291 | ILMN_217762   | -1.5        |
|                | 12:00      | <i>none</i>                         |              |               |             |
|                | 15:00      | <i>none</i>                         |              |               |             |
| Liver          | 09:00      | <i>none</i>                         |              |               |             |
|                | 12:00      | <i>Ccnd1</i>                        | ILMN_1221503 | ILMN_210028   | -1.8        |
|                |            |                                     | ILMN_2601471 | ILMN_210028   | -1.6        |
|                |            |                                     | ILMN_2669793 | ILMN_210028   | -1.6        |
|                |            |                                     | ILMN_1226688 | ILMN_223103   | -1.9        |
|                | 15:00      | <i>Gadd45g</i>                      | ILMN_2903945 | ILMN_222120   | 2.1         |
|                |            | <i>Tgfb<math>\beta</math>2</i>      | ILMN_2760979 | ILMN_221064   | 1.5         |
|                |            |                                     |              |               |             |
| Lungs          | 09:00      | <i>none</i>                         |              |               |             |
|                | 12:00      | <i>none</i>                         |              |               |             |
|                | 15:00      | <i>none</i>                         |              |               |             |
| Spleen         | 09:00      | <i>none</i>                         |              |               |             |
|                | 12:00      | <i>none</i>                         |              |               |             |
|                | 15:00      | <i>none</i>                         |              |               |             |
| Thyroid        | 09:00      | <i>Ccnd1</i>                        | ILMN_1221503 | ILMN_210028   | -1.9        |
|                |            |                                     | ILMN_2601471 | ILMN_210028   | -1.9        |
|                |            | <i>Ccng1</i>                        | ILMN_2500276 | ILMN_232357   | 1.7         |
|                |            | <i>Gjb2</i>                         | ILMN_1227148 | ILMN_210347   | -4.6        |
|                |            |                                     | ILMN_2999627 | ILMN_210347   | -7.2        |
|                | 12:00      | <i>Plcg2</i>                        | ILMN_2601833 | ILMN_210061   | -2.1        |
|                |            | <i>none</i>                         |              |               |             |
|                |            | <i>none</i>                         |              |               |             |
|                |            | <i>none</i>                         |              |               |             |

# Supplementary material for: Circadian rhythm influences genome-wide transcriptional responses to 131I in a tissue-specific manner in mice
**Source:** EJNMMI Res. 2015 Dec 15;5:75. doi: 10.1186/s13550-015-0150-y
**Supplement:** Additional file 3: Table S3. — Significantly regulated thyroid hormone-responding genes.

SUPPLEMENTAL TABLE 3. Significantly regulated thyroid hormone-responding genes

Mouse tissue	Time point	Thyroid hormone responding genes			
		Gene symbol	Probe ID	Transcript ID	Fold-change
Kidney cortex	09:00	<i>Gsta1</i>	ILMN_2979237	ILMN_196592	1.5
	12:00	<i>Gsta1</i>	ILMN_2979237	ILMN_196592	-2.3
		<i>Pck1</i>	ILMN_1213632	ILMN_238641	-2.6
		<i>Thrsp</i>	ILMN_1256775	ILMN_209127	2.3
	15:00	<i>Thrsp</i>	ILMN_1256775	ILMN_209127	-3.0
Kidney medulla	09:00	<i>Gsta1</i>	ILMN_2979237	ILMN_196592	1.6
		<i>Mbp</i>	ILMN_3011353	ILMN_250782	-1.6
		<i>Pck1</i>	ILMN_1213632	ILMN_238641	1.6
	12:00	<i>Gsta1</i>	ILMN_2979237	ILMN_196592	-2.2
		<i>Lmo2</i>	ILMN_2767605	ILMN_223680	-1.7
		<i>Mbp</i>	ILMN_3011353	ILMN_250782	-1.6
		<i>Pck1</i>	ILMN_1213632	ILMN_238641	2.6
		<i>Slc16a6</i>	ILMN_1258950	ILMN_233199	1.6
	15:00	<i>none</i>			
Liver	09:00	<i>Slc16a6</i>	ILMN_1258950	ILMN_233199	-1.8
	12:00	<i>Ccnd1</i>	ILMN_1221503	ILMN_210028	-1.8
			ILMN_2601471	ILMN_210028	-1.6
			ILMN_2669793	ILMN_210028	-1.6
		<i>Cyp7a1</i>	ILMN_2604383	ILMN_210317	3.5
		<i>Gsta1</i>	ILMN_2979237	ILMN_196592	-2.2
	15:00	<i>Cyp7a1</i>	ILMN_2604383	ILMN_210317	1.7
Lungs	09:00	<i>none</i>			
	12:00	<i>none</i>			
	15:00	<i>none</i>			
Spleen	09:00	<i>none</i>			
	12:00	<i>none</i>			
	15:00	<i>none</i>			
Thyroid	09:00	<i>Atp2a1</i>	ILMN_2666864	ILMN_216061	41
		<i>Ccnd1</i>	ILMN_1221503	ILMN_210028	-1.9
			ILMN_2601471	ILMN_210028	-1.9
		<i>Cd44</i>	ILMN_3114585	ILMN_245439	-1.6
		<i>Egf</i>	ILMN_2684104	ILMN_217509	-31
		<i>Lmo2</i>	ILMN_2767605	ILMN_223680	-2.3
		<i>Pck1</i>	ILMN_1213632	ILMN_238641	2.3
		<i>Prkag2</i>	ILMN_3161626	ILMN_221101	1.7
		<i>Slc16a6</i>	ILMN_1258950	ILMN_233199	-1.9
		<i>Slc2a1</i>	ILMN_1258159	ILMN_215238	-1.9
		<i>Vldlr</i>	ILMN_1218264	ILMN_188056	2.2
			ILMN_2515601	ILMN_188056	2.2
			ILMN_2796472	ILMN_188056	2.2
	12:00	<i>Egf</i>	ILMN_2684104	ILMN_217509	4.2
		<i>Pck1</i>	ILMN_1213632	ILMN_238641	2.0
	15:00	<i>none</i>

How the deposited data were processed for this re-analysis (not part of the article)

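RNA of the thyroid, spleen, lungs, liver and both parts of the kidney (cortex and medulla) of female BALB/c nude mice was measured on Illumina MouseRef-8 arrays 24 h after injection of 90 kBq 131I or saline at 9:00, 12:00 or 15:00. The files hold 130 replicates, 71 with 131I and 59 with saline, with 3 or 4 in each group of a tissue, and 6 repeat arrays. They are tissue samples of the 22 mice of the study, so that the tissues are not independent of each other. This number of arrays limits the precision of each comparison. Every column of samples was used.

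The non-normalized signal intensities, as deposited by the authors, are averages over the beads of a probe from the Illumina software, without normalization between arrays. The authors' detection p-values, in the same file, compare each probe with the negative control beads of its array. The normalized intensities deposited by the authors were quantile normalized over all arrays and all 6 tissues together, on a linear scale. The authors then compared groups at an adjusted p-value (FDR) under 0.01 and a fold-change of at least 1.5.

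The intensities were background-corrected by normexp from the detection p values (nec, offset 16), quantile normalized within each tissue and taken to log2 in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Repeat arrays were averaged with their replicate. Of 6 repeat arrays 5 matched their own replicate best, and that of medulla 131I replicate 3 of 9:00 did not. Probes with a detection p under 0.01 on at least 3 arrays of a tissue were tested. A single limma fit held the 6 groups of a tissue, with eBayes and an intensity trend. A transcript was called regulated at a Benjamini-Hochberg adjusted p under 0.01 and a fold-change of at least 1.5, and shared when called in both comparisons, in either direction. The looser rule for shared transcripts counts the same direction only. A time-dependent response was called from the F test of both interaction contrasts at the same adjusted p. A fold-change involving a group at background is a lower bound.

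Genes named in the text are those of the paper's figures and tables, whose values count as seen, members of 38 fixed lists with the smallest p in a comparison, and regulated genes with the largest changes of a comparison in which all replicates of the groups lie apart. For genes with several probes the probe with the smallest p is given. The lists cover tissue markers (salivary gland, skeletal and cardiac muscle, fat, erythroid, lymphocyte, thyroid follicular cell, C cell and parathyroid, cartilage and airway epithelium, exocrine pancreas, and parts of the kidney) and processes (clock, thyroid hormone, radiation, DNA repair, lipid, bile acid, stress, immune, cell cycle and others). They were tested with camera at a preset correlation of 0.01 and with an estimated correlation, at an adjusted p of 0.05 over lists and 18 comparisons.

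The scripts were tested on simulated data with independent noise, with 50 changed probes for each fold and with simulations without an effect. The changed probes were drawn from those above background on every array of the tissue. Alternatives fixed beforehand were no background correction, median scaling, the deposited normalized values, no filter, a fit of the compared groups, repeat arrays left out or counted, the replicate number as a block, and each replicate left out. Marker levels as covariates and saline 9:00 and 15:00 as the control of 12:00 were added later. Replicates were split anew into groups of the same sizes to count chance calls, and samples beyond the Dixon criterion were checked. Figures were drawn with python 3.11.15 and matplotlib 3.10.9. Gene ontology enrichment and the full signature lists of Fig. 6 and Fig. 7 were not analysed here, nor was a slide effect, and genes without a probe under the paper's symbol were left out.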

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

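The tests of the salivary, muscle and medulla marker lists and of the share of cortex were written before their results were seen. The tests of the saline groups, of the follicular probes, of the saline mice of 12:00 and of the splits of replicates were chosen only after the results had been seen.

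Marker levels of some mice stood apart from their group by the Dixon criterion. The papilla markers of kidney cortex saline replicate 4 of 9:00 had a mean log2 level of 6.676, and the PPARA targets of medulla 131I replicate 2 of 9:00 one of 9.486. The muscle markers had 11.29 in thyroid 131I replicate 2 of 15:00 and 4.796 in thyroid 131I replicate 1 of 9:00. Chance alone gives about 1 in 20 groups beyond the criterion, and 4 of 59 groups were.

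Results that differed between the times of day within a tissue were the 1 time-dependent probe of the kidney cortex and the 63 of the liver. Gene lists for which the paper gives no result held at least 3 called genes in these comparisons, as median log2 fold-changes. In the kidney cortex at 12:00 PPARA targets had a median of −0.6119. In the medulla at 12:00 the proximal tubule had 0.7227, the papilla −1.763 and PPARA targets −0.3886, and in the liver at 12:00 PPARA targets −0.9761. In the thyroid at 9:00 the list of other salivary markers had −5.485, skeletal muscle 5.787 and cardiac muscle 1.232. There the markers of the thick ascending limb had −0.3517, of the collecting duct −2.82 and of the papilla −3.318. The p53 targets had −0.1421, the secretion genes −0.5062 and mitochondrial respiration 0.6412. The p53 list (adjusted p = 0.575), the thick ascending limb (0.33) and the collecting duct (0.147) did not pass camera, and the others did. With an estimated correlation only the PPARA targets of the liver (adjusted p = 0.00476) and the cortex (0.0417) passed, and all other lists named here lost their call.

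For the change of the thyroid samples at 9:00, salivary and muscle tissue in the samples was weighed against a response of thyroid cells. Salivary markers outside Fig. 4 had a median of −5.34 at 9:00, 1.41 at 12:00 and 2.22 at 15:00, and skeletal muscle 5.79 at 9:00. Pairs of mice in a group were compared where the Fig. 4 genes lay over 1 log2 apart. In 12 of 12 such pairs the 16 other markers had the order of the Fig. 4 genes. The same Fig. 4 genes differed by −8.09 between saline mice of 15:00 and 9:00, which 131I cannot have caused. That comparison uses the same saline mice of 9:00 as the fall with 131I. It shows that those mice stood apart and is not independent evidence. Of the follicular markers at background in all thyroid arrays, 4 were above it in over 40% of the arrays of other tissues, so that failed probes are an unlikely cause for these. A varying share of salivary gland and muscle in the dissected tissue is the likely explanation, while an effect of 131I on gland tissue next to the thyroid may add to it and was not tested.

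For the medulla at 12:00 a different share of cortex, medulla and papilla in the samples may explain the change, as may a response of tubules. The smallest of the 4 medians of the proximal tubule and papilla lists at 9:00 and 12:00 was 0.53 as an absolute value. Of the probes that rose 67.4% were higher in cortex than in medulla, and of those that fell 8.94%, a difference of 58.5 points, against 52.3% of all probes tested (7 saline arrays of each tissue). Both dissection and a loss of papilla cells after 131I would give these values, so that they cannot be told apart with these data. The mean log2 level of the papilla markers was lower with 131I than with saline at all 3 times. It was 6.54 against 7.72 at 9:00, 5.93 against 7.77 at 12:00 and 6.63 against 7.10 at 15:00, with overlapping replicates at 15:00. At 9:00 the groups nearly touched, with 7.37 in the highest 131I replicate and 7.372 in the lowest saline replicate.

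In the liver and the cortex at 12:00 either 131I lowered PPARA targets or the saline mice of 12:00 stood apart from all other mice. The saline mean lay farther from the other groups than the 131I mean for 97.0% of the regulated probes of the liver (57.6% of all tested) and for 100% of those of the cortex (70.8%). The PPARA targets of 131I mice of 12:00 differed by −0.16 in liver and −0.10 in cortex from the saline mice of 9:00 and 15:00. A state of the 3 saline mice of 12:00 is a possible source of the difference. Its nature was not tested, and fatty acid and cholesterol synthesis genes also had higher medians in their liver than in that of saline mice of 9:00. A peak at 12:00 that 131I abolishes would look the same. In the cortex of 15:00 the PPARA targets also lay lower with 131I (9.33 ± 0.19 (SD, n = 4) against 9.82 ± 0.18 (SD, n = 3) with saline), though no gene of the list passed there. The saline mice of 12:00 do not account for that shift, so that an effect of 131I in the cortex stays open. In the medulla the PPARA targets of the saline mice of 12:00 lay 0.36 above the other groups of 9:00 and 15:00 by their median, and those of the 131I mice of 12:00 differed by 0.01 from the saline mice of 9:00 and 15:00. The saline mean lay farther from the other groups for 59.1% of the regulated probes (53.2% of all tested). Whether the saline mice explain the PPARA targets of the medulla is left open.

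Replicates of each pair of groups were split anew into groups of the same sizes and counted again, to see whether chance could give as many calls. The least share possible with 35 splits is 1 of 35, and the shares were not adjusted for the number of comparisons. Fewer than 5% of the splits were as large for the counts that follow, so that chance is an unlikely source of them, apart from 2 named further on. In the cortex these were 131I, 12:00 (18, highest other 2, 1 of 35) and saline 12:00 against 9:00 (10, highest other 0, 1 of 35). In the medulla it was 131I, 12:00 (563, highest other 1, 1 of 35). In the liver these were 131I, 12:00 (168, highest other 13, 1 of 35), saline 12:00 against 9:00 (235, highest other 46, 1 of 35) and saline 15:00 against 9:00 (333, highest other 10, 1 of 35). In the thyroid these were 131I, 9:00 (1495, highest other 1, 1 of 35), saline 12:00 against 9:00 (50, highest other 1, 1 of 35) and saline 15:00 against 9:00 (1399, highest other 2, 1 of 35). Chance is left open for liver, 131I, 15:00 (3, highest other 1, 1 of 35) and spleen, saline 15:00 against 9:00 (1, highest other 0, 1 of 35). Both lost their calls with median scaling and in a fit of the compared groups. Without saline replicate 3 the count of the thyroid with 131I at 9:00 was 0. In a fit of the compared groups the cortex with 131I at 12:00 gave 0 and the thyroid of saline 12:00 against 9:00 gave 1. Chance is left open for these 2 as well. For the time-dependent response of liver (63, highest other 69, 2 of 100) it is left open too, since another split exceeded the real count. For the time-dependent response of cortex (1, highest other 22, 4 of 100) it is left open, since another split reached 22, many times the real count, and most analyses with a replicate left out gave 0. Chance could not be excluded for cortex, saline 15:00 against 9:00 (6, highest other 6, 2 of 35); lungs, saline 12:00 against 9:00 (1, highest other 4, 2 of 35); lungs, saline 15:00 against 9:00 (12, highest other 12, 2 of 35). Where no probe was called, every split was as large by construction: cortex, 131I, 9:00 (0, highest other 1, 35 of 35); cortex, 131I, 15:00 (0, highest other 22, 35 of 35); medulla, 131I, 9:00 (0, highest other 2, 35 of 35); medulla, 131I, 15:00 (0, highest other 1, 35 of 35); the time-dependent response of medulla (0, highest other 441, 100 of 100); liver, 131I, 9:00 (0, highest other 1, 35 of 35); lungs, 131I, 9:00 (0, highest other 0, 35 of 35); lungs, 131I, 12:00 (0, highest other 1, 35 of 35); lungs, 131I, 15:00 (0, highest other 1, 35 of 35); the time-dependent response of lungs (0, highest other 0, 100 of 100); spleen, 131I, 9:00 (0, highest other 0, 35 of 35); spleen, 131I, 12:00 (0, highest other 0, 35 of 35); spleen, 131I, 15:00 (0, highest other 0, 35 of 35); spleen, saline 12:00 against 9:00 (0, highest other 0, 35 of 35); the time-dependent response of spleen (0, highest other 0, 100 of 100); thyroid, 131I, 15:00 (0, highest other 5, 35 of 35); the time-dependent response of thyroid (0, highest other 0, 100 of 100). For groups of 3 against 3 the 10 splits are too few: cortex, saline 15:00 against 12:00 (25, highest other 0, 1 of 10); medulla, saline 12:00 against 9:00 (2, highest other 0, 1 of 10); medulla, saline 15:00 against 9:00 (21, highest other 0, 1 of 10); medulla, saline 15:00 against 12:00 (0, highest other 0, 10 of 10); liver, saline 15:00 against 12:00 (202, highest other 0, 1 of 10); lungs, saline 15:00 against 12:00 (0, highest other 0, 10 of 10); spleen, saline 15:00 against 12:00 (0, highest other 0, 10 of 10); thyroid, 131I, 12:00 (0, highest other 0, 10 of 10); thyroid, saline 15:00 against 12:00 (0, highest other 0, 10 of 10). Other splits gave many more calls than the real groups in the time-dependent response of the medulla (441) and the cortex (22), and in the cortex at 15:00 (22). For the time-dependent response replicates were mixed within each time separately, so that a split can keep the real groups of 12:00. Such a split keeps their difference, so that the 441, the 22 and the 69 of the liver do not show structure among the replicates. The source of the 22 in the cortex at 15:00 was not tested.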

How the results depend on the processing

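The marker covariates and the use of saline 9:00 and 15:00 in place of saline 12:00 were chosen only after the results had been seen. All other alternatives were fixed before. The slide as a block was not run, because the files name no BeadChip. Of 427 named regulated genes 395 kept their call with the deposited values, 386 without background correction, 338 with median scaling, 370 without the filter, 360 with the replicate number as a block and 288 in a fit of the compared groups. All others became weaker, and none reversed. With a replicate left out 1333 of 3030 calls of these genes were lost. Of 213 results of a list in a comparison that were past camera at the preset correlation, 207, 205, 190, 178, 201 and 208 stayed past it under these settings. With an estimated correlation only 2 of 99 stayed past it in the 131I comparisons and 6 of 114 in the saline comparisons. The cause of these changes was not tested. Counts of the 131I comparisons, with the count of the chosen analysis in parentheses, were as follows. Cortex, 131I, 12:00 (18) gave 11 with median scaling, 0 in a fit of the compared groups, 11 with the replicate number as a block, 0 against saline 9:00 and 15:00, 6 to 17 with a replicate left out. Medulla, 131I, 9:00 (0) gave 19 without background correction, 16 with the deposited values, 3 without repeat arrays, 448 with repeat arrays as replicates, 6 with the replicate number as a block, 0 to 96 with a replicate left out. Medulla, 131I, 12:00 (563) gave 371 without background correction, 355 with the deposited values, 145 against saline 9:00 and 15:00, 0 with kidney marker covariates, 88 to 544 with a replicate left out. Liver, 131I, 15:00 (3) gave 0 with median scaling, 7 with repeat arrays as replicates, 0 in a fit of the compared groups, 0 to 7 with a replicate left out. Liver, 131I, 12:00 (168) gave 0 against saline 9:00 and 15:00, 99 to 154 with a replicate left out. Thyroid, 131I, 9:00 (1495) gave 2502 with repeat arrays as replicates, 0 with salivary and muscle covariates, 0 to 1347 with a replicate left out. Medulla, 131I, 15:00 (0) gave 0 to 2 with a replicate left out. Liver, 131I, 9:00 (0) gave 0 to 2 with a replicate left out. Lungs, 131I, 9:00 (0) gave 0 to 1 with a replicate left out.

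Between saline groups the counts moved in these comparisons. Cortex, saline 15:00 against 9:00 (6) gave 13 with median scaling, 0 in a fit of the compared groups, 17 with the replicate number as a block, 1 to 15 with a replicate left out. Cortex, saline 12:00 against 9:00 (10) gave 20 in a fit of the compared groups, 5 to 14 with a replicate left out. Medulla, saline 12:00 against 9:00 (2) gave 6 without repeat arrays, 9 with repeat arrays as replicates, 0 in a fit of the compared groups, 8 with kidney marker covariates, 0 to 17 with a replicate left out. Medulla, saline 15:00 against 9:00 (21) gave 4 in a fit of the compared groups, 11 to 21 with a replicate left out. Liver, saline 15:00 against 9:00 (333) gave 143 in a fit of the compared groups, 156 to 306 with a replicate left out. Liver, saline 15:00 against 12:00 (202) gave 86 in a fit of the compared groups, 95 to 193 with a replicate left out. Lungs, saline 12:00 against 9:00 (1) gave 0 with median scaling, 0 in a fit of the compared groups, 0 with the replicate number as a block, 0 to 7 with a replicate left out. Lungs, saline 15:00 against 9:00 (12) gave 5 with median scaling, 7 with the deposited values, 0 without the filter, 0 in a fit of the compared groups, 0 to 20 with a replicate left out. Spleen, saline 15:00 against 9:00 (1) gave 0 with median scaling, 0 in a fit of the compared groups, 0 to 2 with a replicate left out. Thyroid, saline 12:00 against 9:00 (50) gave 12 with median scaling, 1618 with repeat arrays as replicates, 1 in a fit of the compared groups, 26 with the replicate number as a block, 1 with salivary and muscle covariates, 1 to 26 with a replicate left out. Thyroid, saline 15:00 against 9:00 (1399) gave 655 with median scaling, 2524 with repeat arrays as replicates, 1 with salivary and muscle covariates, 18 to 1314 with a replicate left out. Cortex, saline 15:00 against 12:00 (25) gave 7 to 16 with a replicate left out. Medulla, saline 15:00 against 12:00 (0) gave 0 to 1 with a replicate left out. Liver, saline 12:00 against 9:00 (235) gave 121 to 214 with a replicate left out.

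For the time-dependent response, cortex (1) gave 3 without background correction, 0 with median scaling, 3 with the deposited values, 2 with the replicate number as a block, 0 to 2 with a replicate left out. Medulla (0) gave 1 with kidney marker covariates, 0 to 22 with a replicate left out. Thyroid (0) gave 13 without background correction, 10 with the deposited values, 1 without the filter, 371 without repeat arrays, 1130 with repeat arrays as replicates, 0 to 932 with a replicate left out. Liver (63) gave 27 to 73 with a replicate left out. Shared transcripts moved as follows. Cortex, 131I, 12:00 and 15:00 (0) gave 6 by the looser rule. Cortex, saline, all 3 comparisons (0) gave 3 by the looser rule. Medulla, 131I, 9:00 and 12:00 (0) gave 320 by the looser rule, 11 without background correction, 9 with the deposited values, 2 without repeat arrays, 151 with repeat arrays as replicates, 6 with the replicate number as a block, 0 to 58 with a replicate left out. Medulla, 131I, 12:00 and 15:00 (0) gave 63 by the looser rule. Medulla, 131I, all 3 comparisons (0) gave 50 by the looser rule. Medulla, saline, all 3 comparisons (0) gave 15 by the looser rule. Liver, 131I, 9:00 and 12:00 (0) gave 11 by the looser rule. Liver, 131I, 9:00 and 15:00 (0) gave 2 by the looser rule. Liver, 131I, 12:00 and 15:00 (0) gave 12 by the looser rule. Liver, 131I, all 3 comparisons (0) gave 2 by the looser rule. Liver, saline, all 3 comparisons (6) gave 98 by the looser rule, 3 with the deposited values, 3 without the filter, 3 to 8 with a replicate left out. Lungs, saline, all 3 comparisons (0) gave 10 by the looser rule. Thyroid, 131I, 9:00 and 12:00 (0) gave 5 by the looser rule. Thyroid, 131I, 9:00 and 15:00 (0) gave 7 by the looser rule. Thyroid, saline, all 3 comparisons (0) gave 46 by the looser rule. The chosen analysis counts shared transcripts in either direction and the looser rule the same direction only. By that rule 28 and 225 further thyroid probes of 9:00 had the opposite direction at 12:00 and 15:00.

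Replicate numbers were also tried as a block, that is as a pairing of 131I and saline mice. Of 36 comparisons 1 had a correlation above 0.1 in every same-numbered pair, namely thyroid, saline 12:00 against 9:00 (0.193 to 0.348). The mean r ranged from −0.371 to 0.275. Apart from that comparison the numbers mark no pairs.

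Median scaling changed the balance of directions. In the thyroid at 9:00 quantile normalization gave 517 up and 978 down and median scaling 636 and 600. In the liver at 12:00 they gave 63 and 105, and 25 and 118. The median log2 difference over all probes under median scaling was 0.31 in the thyroid and −0.13 in the liver in these comparisons. It was 0.15 in lungs at 9:00, 0.10 in spleen at 15:00 and 0.105 in thyroid at 12:00. Between saline groups it was −0.20 (15:00 against 9:00) and −0.16 (15:00 against 12:00) in cortex, 0.21 (12:00 against 9:00) and −0.16 (15:00 against 12:00) in liver, and 0.15 (12:00 against 9:00) and 0.14 (15:00 against 9:00) in thyroid. Under quantile normalization only the thyroid saline comparison of 15:00 with 9:00 was beyond 0.1 (0.11).

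Marker levels as covariates ended the calls of the thyroid at 9:00 and the medulla at 12:00. The median absolute log2 fold-change of the probes called before fell from 1.34 (SE 0.29) to 0.42 (SE 0.325) in the thyroid, where 1431 of 1495 kept their sign. In the medulla it fell from 1.01 (SE 0.206) to 0.46 (SE 0.29), with 531 of 563. The smaller fold and not only the wider error ended the calls, because the marker levels carry most of the difference between the groups. Since they differ with treatment, a real effect of 131I on the marked cells would be removed as well. Signs reversed, on the log2 scale, in the medulla for *Slc12a2* 0.12, *Emcn* 0.042, *Hspb1* 0.18, *Krt23* 0.15, *Sprr1a* 0.055, *Nupr1* 0.082, *Lamb3* 0.44, *AA467197* 0.36 and *Upk1b* 0.54, and in the thyroid for *Wfdc2* 0.13, *Bhlha15* 0.082, *Wfdc2* 0.48, *Cldn10* 0.42, *Bpifa2* 0.0084, *Klk1b5* 0.19, *Scgb2b27* 0.40, *Scgb2b26* 0.30, *Pip* 0.30, *Scgb1b27* 0.58, *Mup5* 0.60, *Klk1* 0.20, *Mucl2* 0.37 and *Prol1* 0.46.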

Differences from the paper's values

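Values of the paper that are called about are read by eye from its figures. The alternatives fixed beforehand and the left-out replicates were compared with the paper's value as well, and the marker covariates were chosen only after the results had been seen and are not counted here. A count differs from the paper's where one is over 1.5 times the other, or where only one is 0. A fold-change differs where the sign is another or where the log2 values lie farther apart than the larger replicate SD of the 2 groups, and a lower bound where it is over 1.5 times the paper's fold. Within the set distance means that a value does not differ in this sense. Of 36 counts of regulated transcripts 27 differed from the paper. Cortex, 131I, 9:00 had about 21 in Fig. 1 in the paper, 0 here. Cortex, 131I, 12:00 had 105 in the paper, 18 here. Cortex, 131I, 15:00 had about 35 in Fig. 1 in the paper, 0 here. Medulla, 131I, 9:00 had about 360 in Fig. 1 in the paper, 0 here. Medulla, 131I, 15:00 had about 17 in Fig. 1 in the paper, 0 here. Liver, 131I, 9:00 had about 13 in Fig. 1 in the paper, 0 here. Liver, 131I, 15:00 had about 76 in Fig. 1 in the paper, 3 here. Lungs, 131I, 9:00 had about 2 in Fig. 1 in the paper, 0 here. Lungs, 131I, 12:00 had about 6 in Fig. 1 in the paper, 0 here. Lungs, 131I, 15:00 had about 1 in Fig. 1 in the paper, 0 here. Spleen, 131I, 9:00 had about 5 in Fig. 1 in the paper, 0 here. Spleen, 131I, 12:00 had about 1 in Fig. 1 in the paper, 0 here. Spleen, 131I, 15:00 had about 5 in Fig. 1 in the paper, 0 here. Thyroid, 131I, 12:00 had 50 in the paper, 0 here. Thyroid, 131I, 15:00 had 57 in the paper, 0 here. Cortex, saline 12:00 against 9:00 had about 160 in Fig. 3 in the paper, 10 here. Cortex, saline 15:00 against 9:00 had 133 in the paper, 6 here. Cortex, saline 15:00 against 12:00 had 174 in the paper, 25 here. Medulla, saline 12:00 against 9:00 had 48 in the paper, 2 here. Medulla, saline 15:00 against 9:00 had 116 in the paper, 21 here. Medulla, saline 15:00 against 12:00 had 43 in the paper, 0 here. Lungs, saline 15:00 against 9:00 had about 6 in Fig. 3 in the paper, 12 here. Lungs, saline 15:00 against 12:00 had about 3 in Fig. 3 in the paper, 0 here. Spleen, saline 12:00 against 9:00 had 11 in the paper, 0 here. Spleen, saline 15:00 against 9:00 had 40 in the paper, 1 here. Thyroid, saline 12:00 against 9:00 had 999 in the paper, 50 here. Thyroid, saline 15:00 against 12:00 had 51 in the paper, 0 here. Within the set distance of the paper's value fell only 448 with repeat arrays as replicates for the medulla with 131I at 9:00. For the lungs between saline 15:00 and 9:00 it was 5 with median scaling, 7 with the deposited values and 4 without earlier saline replicate 2. Counts within that distance were 1495 for the thyroid with 131I at 9:00 (1015 in the paper), 563 for the medulla with 131I at 12:00 (444 in the paper) and 333 for the liver between saline 15:00 and 9:00 (258 in the paper), among others. For all other counts that differed no alternative and no left-out replicate did.

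Shared transcripts differed in these groups. Cortex, 131I, 9:00 and 12:00 had about 6 in Fig. 2 in the paper, 0 here. Cortex, 131I, 12:00 and 15:00 had about 16 in Fig. 2 in the paper, 0 here. Cortex, 131I, all 3 times had about 1 in Fig. 2 in the paper, 0 here. Medulla, 131I, 9:00 and 12:00 had about 220 in Fig. 2 in the paper, 0 here. Medulla, 131I, 9:00 and 15:00 had about 9 in Fig. 2 in the paper, 0 here. Medulla, 131I, 12:00 and 15:00 had about 7 in Fig. 2 in the paper, 0 here. Medulla, 131I, all 3 times had about 6 in Fig. 2 in the paper, 0 here. Liver, 131I, 9:00 and 12:00 had about 2 in Fig. 2 in the paper, 0 here. Liver, 131I, 9:00 and 15:00 had about 6 in Fig. 2 in the paper, 0 here. Liver, 131I, 12:00 and 15:00 had about 8 in Fig. 2 in the paper, 0 here. Liver, 131I, all 3 times had about 1 in Fig. 2 in the paper, 0 here. Lungs, 131I, 9:00 and 15:00 had about 1 in Fig. 2 in the paper, 0 here. Thyroid, 131I, 9:00 and 12:00 had 45 in the paper, 0 here. Thyroid, 131I, 9:00 and 15:00 had 51 in the paper, 0 here. Thyroid, 131I, 12:00 and 15:00 had about 31 in Fig. 2 in the paper, 0 here. Thyroid, 131I, all 3 times had 30 in the paper, 0 here. Cortex, saline, all 3 pairs had about 6 in Fig. 3 in the paper, 0 here. Medulla, saline, all 3 pairs had about 1 in Fig. 3 in the paper, 0 here. Liver, saline, all 3 pairs had about 12 in Fig. 3 in the paper, 6 here. Thyroid, saline, all 3 pairs had about 16 in Fig. 3 in the paper, 0 here. Within the set distance of the paper's value fell 151 with repeat arrays as replicates for the medulla with 131I at 9:00 and 12:00. For the liver of the saline mice it was 8 with repeat arrays as replicates, 8 with the replicate number as a block, and 8 without 131I replicate 3 of 12:00 or of 15:00. By the looser rule, in which an unadjusted p under 0.05 suffices in the other comparison, the medulla at 9:00 and 12:00 had 320 and the liver at 12:00 and 15:00 had 12 in the same direction, both within the set distance. The paper's counts do not separate directions. With the 6 probes of the opposite direction added the medulla stays within that distance, and with the 17 of the liver added the liver does not. In the thyroid 5 probes of 9:00 had the same and 28 the opposite direction at 12:00, which together lie within the set distance of the paper's count for 9:00 and 12:00 and are under 5% of the regulated probes, the share that chance alone gives. For 9:00 and 15:00 the 7 of the same and 225 of the opposite direction do not. Adding the opposite direction was chosen after these values were seen, and how many of the paper's own transcripts are among them was not analysed here. No other alternative did for the other groups.

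Of 48 fold-changes of the supplementary tables 9 differed. For *Gjb2* (thyroid at 9:00) the fold-change is −4.6 in the paper and was −10.7 here, and within the set distance fell −3.67 (without background correction), −4.9 (with the deposited values). The other 14 alternatives did not. For *Gjb2* (thyroid at 9:00) the fold-change is −7.2 in the paper and was −17.2 here, and within the set distance fell −6.96 (without background correction), −8.09 (with the deposited values). The other 14 alternatives did not. For *Gsta1* (kidney medulla at 9:00) the fold-change is 1.6 in the paper and was 4.06 here, and within the set distance fell 1.98 (without background correction), 1.87 (with the deposited values), 3.39 (with repeat arrays as replicates), 3.25 (without 131I replicate 1), 3.19 (without 131I replicate 2), 3.35 (without saline replicate 3). The other 9 alternatives did not. For *Mbp* (kidney medulla at 12:00) the fold-change is −1.6 in the paper and was −2.21 here, and within the set distance fell −1.73 (without background correction), −1.7 (with the deposited values). The other 11 alternatives did not. For *Atp2a1* (thyroid at 9:00) the fold-change is 41 in the paper and was 126 here, a lower bound, which is held to a narrower distance than a measured fold. The alternatives gave 58.5 to 1120, all above the paper's value. They lie within the scatter of the replicates, which is wide, so that this agreement says little. For *Egf* (thyroid at 9:00) the fold-change is −31 in the paper and was −91.3 here, and within the set distance fell that without background correction, that with the deposited values, that without 131I replicate 1, that without saline replicate 3. The other 12 alternatives did not. For *Pck1* (thyroid at 12:00) the fold-change is 2.0 in the paper and was 2.96 here, and within the set distance fell 2.24 (without background correction), 2.36 (with the deposited values), 2.65 (with repeat arrays as replicates), 2.66 (without 131I replicate 2), 2.64 (without 131I replicate 3), 2.68 (without saline replicate 1). The other 8 alternatives did not. For *Gadd45g* (liver at 15:00) the fold-change is 2.1 in the paper and was −1.03 here, and within the set distance fell 1.03 (with median scaling), 1.22 (with repeat arrays as replicates), 1.52 (without 131I replicate 1), 1.46 (without saline replicate 1), 1.02 (without saline replicate 2). The other 10 alternatives did not. The replicate SD is wide for this gene, so that values near 1 count as within the distance without showing the paper's rise. For *Plcg2* (thyroid at 12:00) the fold-change is −2.1 in the paper and was 1.61 here, and none of the 14 alternatives fell within the set distance. The rows of Table S2 leave the time of *Plcg2* unclear, and at 9:00 it fell here.

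The supplementary tables of the paper list genes as regulated with 48 probes that were tested here. Of these 46 had the paper's direction, and limma called 16 of them. Called were *Ephx2*, *Ccng1*, *Gjb2*, *Lmo2*, *Mbp*, *Pck1*, *Cyp7a1*, *Cd44*, *Egf*, *Slc16a6*, *Slc2a1*, *Vldlr*, in a tissue and at a time that the paper lists. The probe of *Ephx2* has no gene name in Table S2. The 2 with another direction were *Gadd45g* in the liver at 15:00 and *Plcg2* in the thyroid at 12:00. The rows of Table S2 leave the times of both unclear, so that a conflict of direction is uncertain. *Gadd45g* had 1.51 in the liver at 12:00 (adjusted p = 0.253) without passing, and *Plcg2* fell in the thyroid at 9:00 (−1.82, adjusted p = 0.00312). Not called by any setting were 25 probes (log2 fold-change). *Gja1* (−1.41, adjusted p = 0.634), *Thrsp* (−2.23, adjusted p = 0.783) belonged to the kidney cortex at 15:00. *Gja1* (−0.63, adjusted p = 0.177), *Gsta1* (2.02, adjusted p = 0.0854), *Pck1* (0.77, adjusted p = 0.207) belonged to the kidney medulla at 9:00. *Ccnd1* (−1.20, adjusted p = 0.226), *Ccnd1* (−0.95, adjusted p = 0.343), *Ccnd1* (−1.19, adjusted p = 0.228), *Gsta1* (−2.06, adjusted p = 0.127) belonged to the liver at 12:00. *Tgfbr2* (0.71, adjusted p = 0.168), *Cyp7a1* (0.90, adjusted p = 0.252), *Per1* (−1.11, adjusted p = 0.0969), *Per1* (−1.33, adjusted p = 0.205), *Ppara* (−0.91, adjusted p = 0.181), *Gadd45g* (−0.05, adjusted p = 0.986) belonged to the liver at 15:00. *Ccnd1* (−1.14, adjusted p = 0.0335), *Pck1* (1.73, adjusted p = 0.0275) belonged to the thyroid at 9:00. *Gsta1* (1.44, adjusted p = 0.999) belonged to the kidney cortex at 9:00. *Gsta1* (−2.14, adjusted p = 0.099), *Pck1* (−0.82, adjusted p = 0.55), *Thrsp* (2.16, adjusted p = 0.607) belonged to the kidney cortex at 12:00. *Slc16a6* (−1.47, adjusted p = 0.567) belonged to the liver at 9:00. *Egf* (3.29, adjusted p = 0.971), *Pck1* (1.57, adjusted p = 0.971), *Plcg2* (0.69, adjusted p = 0.971) belonged to the thyroid at 12:00. The other 7 were called by a setting. *Ccnd1* (−1.15, adjusted p = 0.0241, called with repeat arrays as replicates), *Atp2a1* (at least 126-fold, adjusted p = 0.0196, called with repeat arrays as replicates and without 131I replicate 1), *Prkag2* (1.07, adjusted p = 0.0168, called with repeat arrays as replicates and without 131I replicate 3), *Ppara* (1.46, adjusted p = 0.0152, called with median scaling and with repeat arrays as replicates) belonged to the thyroid at 9:00. *Mbp* (−0.83, adjusted p = 0.0379, called with repeat arrays as replicates) belonged to the kidney medulla at 9:00. *Gsta1* (−1.91, adjusted p = 0.0508, called without saline replicate 2), *Slc16a6* (1.06, adjusted p = 0.0201, called in a fit of the compared groups) belonged to the kidney medulla at 12:00.

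The paper reports the genes of Fig. 4 as regulated in the thyroid at all 3 times, and limma called no probe there at 12:00 or 15:00 under the chosen analysis. At 9:00 each of these genes found on the array had a called probe except *Smgc*. Its 3 probes were called with repeat arrays as replicates, and some of them in a fit of the compared groups or without saline replicate 4. For the kidney medulla the paper names genes regulated at all 3 times. At 12:00 its genes *Cldn11*, *Psca* and 1 probe of *Klk1b5* were called, and *Slpi* (adjusted p = 0.0835) and *Ubd* (adjusted p = 0.587) were not. The other probe of *Klk1b5* was called in a fit of the compared groups. At 9:00 *Cldn11*, *Psca* and *Klk1b5* were called with repeat arrays as replicates only or with a replicate left out, and at 15:00 none of these genes was called. In the liver *Cyp7a1* was called at 12:00 (log2 fold-change 2.35) and not at 9:00 (0.93, adjusted p = 0.774).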

Other observations

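The hypotheses and tests of this part were chosen only after the results had been seen, except for the tests of salivary gland, muscle, medulla and cortex share. Lists not described so far passed camera in a few comparisons, as median log2 differences. Between saline mice of 12:00 and 9:00 fatty acid synthesis was higher in liver (0.66, camera adjusted p = 1.7e-06 and 0.455 with an estimated correlation), lungs (0.55, camera adjusted p = 6.38e-05 and 0.531 with an estimated correlation) and thyroid (1.02, camera adjusted p = 0.00781 and 0.803 with an estimated correlation). From 12:00 to 15:00 it was lower in lungs (−0.60, −0.49 with bounds for undetected probes, camera adjusted p = 1.47e-07 and 0.282 with an estimated correlation) and liver (−0.25, camera adjusted p = 0.0303 and 0.751 with an estimated correlation). After 131I it was higher in liver at 15:00 (0.27, camera adjusted p = 0.045 and 0.843 with an estimated correlation) and spleen at 12:00 (0.16, camera adjusted p = 0.022 and 0.802 with an estimated correlation). In the saline thyroid samples the mean log2 level of the fat markers was higher at 12:00 (11.16 ± 0.16, SD, n = 3) than at 9:00 (10.20 ± 0.51, SD, n = 4) as well. A different share of fat in the samples was not tested for fatty acid synthesis. Acute phase genes were lower in saline liver at 12:00 (−0.50, camera adjusted p = 0.0029 and 0.607 with an estimated correlation) and 15:00 (−0.61, camera adjusted p = 0.00672 and 0.649 with an estimated correlation) than at 9:00, and in spleen at 15:00 (−0.71, camera adjusted p = 0.0384 and 0.711 with an estimated correlation). From 12:00 to 15:00 they were lower in lungs (−0.29, camera adjusted p = 0.00381 and 0.579 with an estimated correlation) and medulla (−0.41, −0.29 with bounds for undetected probes, camera adjusted p = 0.0149 and 0.595 with an estimated correlation). Thyroid hormone response genes were lower in saline lungs of 15:00 than of 12:00 (−0.33, camera adjusted p = 0.00197 and 0.55 with an estimated correlation), and xenobiotic and glutathione genes higher in saline cortex of 12:00 than of 9:00 (0.29, camera adjusted p = 0.00027 and 0.0359 with an estimated correlation).

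Marker lists of single cell types also moved. Fat markers in the kidney cortex lay higher after 131I at 12:00 (1.88, 1.17 with bounds for undetected probes, camera adjusted p = 0.0048 and 0.792 with an estimated correlation) and lower at 15:00 (−1.77, camera adjusted p = 1.84e-06 and 0.684 with an estimated correlation). Between saline groups they were higher at 15:00 than at 9:00 (2.35, camera adjusted p = 0.000475 and 0.649 with an estimated correlation) and 12:00 (2.87, 2.31 with bounds for undetected probes, camera adjusted p = 0.00197 and 0.678 with an estimated correlation). Erythroid genes lay higher in lungs at 12:00 (0.31, camera adjusted p = 0.0487 and 0.684 with an estimated correlation) and were lower in saline lungs of 12:00 than of 9:00 (−0.50, camera adjusted p = 0.0354 and 0.383 with an estimated correlation). Cardiac muscle lay higher in thyroid at 9:00 (1.23, 1.09 with bounds for undetected probes, camera adjusted p = 0.026 and 0.684 with an estimated correlation), where limma called 3 of 5 genes, as did glomerulus markers in liver at 9:00 (0.36, camera adjusted p = 0.003 and 0.401 with an estimated correlation) and lymphocyte markers in liver at 15:00 (0.56, 0.22 with bounds for undetected probes, camera adjusted p = 0.0386 and 0.684 with an estimated correlation). Thick ascending limb markers lay higher in spleen at 12:00 (1.32, camera adjusted p = 0.0121 and 0.684 with an estimated correlation) and were lower in saline cortex of 15:00 than of 9:00 (−0.28, camera adjusted p = 0.00817 and 0.579 with an estimated correlation). Apart from cardiac muscle, no single gene of these lists passed with 131I in these comparisons. The lists of thyroid follicular cells, of C cells and parathyroid, of cartilage and airway epithelium and of the exocrine pancreas passed in no comparison.

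A first hypothesis is that the thyroid samples held a varying share of salivary gland and muscle, which may account for the opposite course of the Fig. 4 genes at 9:00 and later. If so, the 16 salivary markers outside Fig. 4 should follow these genes, and their median was −5.34 at 9:00. The change between saline mice of 15:00 and 9:00 (−8.09) speaks against 131I as the only cause. It rests on the same saline mice of 9:00 as the fall with 131I, so that it is not independent evidence. Histology of the excised tissue, or a thyroid dissected free of the gland, would decide it.

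A second hypothesis is that 3 saline mice at 12:00 were in another feeding state, which could explain the lower PPARA targets after 131I in liver and cortex. The saline mean stood farther from the other groups for 97.0% of the regulated liver probes. The design gives no test of it, since the mice had food ad libitum and the labels give no intake, and a new saline group at 12:00 with recorded food intake would be one.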
